# RNA-seq analysis of glycosylation related gene expression in STZ-induced diabetic rat kidney inner medulla

**DOI:** 10.3389/fphys.2015.00274

**Published:** 2015-10-01

**Authors:** Xiaoqian Qian, Xuechen Li, Titilayo O. Ilori, Janet D. Klein, Rebecca P. Hughey, Cong-jun Li, Abdel A. Alli, Zhengyu Guo, Peng Yu, Xiang Song, Guangping Chen

**Keywords:** gene expression, Illumina, diabetes, urinary concentration, sialylation, fucosylation

## Abstract

The UT-A1 urea transporter is crucial to the kidney's ability to generate concentrated urine. Native UT-A1 from kidney inner medulla (IM) is a heavily glycosylated protein with two glycosylation forms of 97 and 117 kDa. In diabetes, UT-A1 protein abundance, particularly the 117 kD isoform, is significantly increased corresponding to an increased urea permeability in perfused IM collecting ducts, which plays an important role in preventing the osmotic diuresis caused by glucosuria. However, how the glycan carbohydrate structure change and the glycan related enzymes regulate kidney urea transport activity, particularly under diabetic condition, is largely unknown. In this study, using sugar-specific binding lectins, we found that the carbohydrate structure of UT-A1 is changed with increased amounts of sialic acid, fucose, and increased glycan branching under diabetic conditions. These changes were accompanied by altered UT-A1 association with the galectin proteins, β-galactoside glycan binding proteins. To explore the molecular basis of the alterations of glycan structures, the highly sensitive next generation sequencing (NGS) technology, Illumina RNA-seq, was employed to analyze genes involved in the process of UT-A1 glycosylation using streptozotocin (STZ)—induced diabetic rat kidney. Differential gene expression analysis combining with quantitative PCR revealed that expression of a number of important glycosylation related genes were changed under diabetic conditions. These genes include the glycosyltransferase genes Mgat4a, the sialylation enzymes St3gal1 and St3gal4 and glycan binding protein galectin-3, -5, -8, and -9. In contrast, although highly expressed in kidney IM, the glycosyltransferase genes Mgat1, Mgat2, and fucosyltransferase Fut8, did not show any changes. Conclusions: In diabetes, not only is UT-A1 protein abundance increased but the protein's glycan structure is also significantly changed. UT-A1 protein becomes highly sialylated, fucosylated and branched. Consistently, a number of crucial glycosylation related genes are changed under diabetic conditions. The alteration of these genes may contribute to changes in the UT-A1 glycan structure and therefore modulate kidney urea transport activity and alleviate osmotic diuresis caused by glucosuria in diabetes.

## Introduction

Urea is an important solute that contributes to the inner medullary osmolarity gradient in the kidney. The major mechanism for delivering urea to the inner medullary interstitium is urea reabsorption from the terminal inner medullary collecting duct (IMCD) mediated by the UT-A1 urea transporter. This process is mainly controlled by vasopressin *in vivo*. The importance of the urea transporter is evident in the UT-A1/UT-A3 knockout mouse, which demonstrates impaired urea clearance, reduced urinary concentration ability (Fenton et al., 2004), and hypertension (Jacob et al., 2008).

Native UT-A1 from kidney inner medulla (IM) is a heavily glycosylated protein with two glycosylated forms of 97 and 117 kDa; both are derived from a single 88-kDa core protein (Bradford et al., 2001; Chen et al., 2011). The 117-kDa form is fully glycosylated and contains N-glycans with poly-N-acetyllactosamine (poly-LacNAc) terminal processing, whereas the 97-kDa form is a hybrid form containing primarily the high mannose type of immature N-glycans (Chen et al., 2011). Interestingly, the 117 kDa form of UT-A1 increases dramatically in several states associated with decreased urea concentration, such as streptozotocin (STZ)-induced diabetes mellitus (Kim et al., 2003), a low-protein diet (Terris et al., 1998), hypercalcemia (Sands et al., 1998), water diuresis (Terris et al., 1998), and furosemide administration (Terris et al., 1998). A functional study using tubule perfusion showed that the increased 117 kDa glycoform in the IM is associated with increased urea transport activity (Pech et al., 2005). This suggests that changes in the relative abundance of the 97 and 117 kDa forms of UT-A1 may have important regulatory roles for UT-A1 function. Mutation of this protein revealed that N-linked glycosylation plays an important role in UT-A1 trafficking, protein stability and bioactivity (Chen et al., 2006). Loss of N-linked glycosylation significantly reduces urea transporter UT-A1 response to vasopressin (Chen et al., 2006). However, the underlying mechanism by which glycosylation affects these processes remains largely undetermined.

Asn (N)-linked glycosylation is generally a co-translational event that involves addition of a 14-sugar core oligosaccharide chain (Glc_3_Man_9_GlcNAc_2_) to consensus sites (Asn-X-Ser/Thr) within the nascent polypeptide in the endoplasmic reticulum (ER). Remodeling or maturation of the high mannose core oligosaccharide is a post-translational modification that occurs during transit of the glycoprotein from the ER through the Golgi complex and trans- Golgi network (TGN). Conversion of the high mannose core to a more complex type involves removal of glucose (Glc) and mannose (Man), and addition of sugars such as N-acetylglucosamine (GlcNAc), galactose (Gal), fucose (Fuc), and sialic acid. A specific enzyme carries out each step in the remodeling process, and the structure of a complex N-glycan on individual proteins can greatly vary among different tissues, organisms, and disease states due to the levels of enzyme expression. More than 200 enzymes participate in protein glycosylation and remodeling (Spiro, 2002; Nairn et al., 2008), thereby determining the abundance and diversity of individual N-glycan structures, making glycan maturation one of the most complex post translational modifications.

The recent development of next-generation RNA sequencing (RNA-Seq) technology provides a powerful method for profiling the entire transcriptome in small samples. Compared to hybridization-based methodologies of transcriptome analysis, RNA-Seq is not restricted to previously known transcripts and has low background, no hybridization bias, higher specificity, sensitivity, accuracy, and, importantly, provides quantitative information on mRNA transcript number (Wang et al., 2009; Hackett et al., 2012; Huber-Keener et al., 2012; Song et al., 2012). This new technology makes it suitable for us to analyze the molecular basis of UT-A1 glycan maturation both under physiological and pathophysiological situations.

In diabetes, kidney urea transport activity and urine concentration ability are markedly changed in response to increased glucose in urine and water loss (Kim et al., 2003; Pech et al., 2005). In the present study, using a differential sugar-specific binding protein—lectin, we discovered that the carbohydrate structure of UT-A1 is significantly changed under diabetic conditions. UT-A1 becomes highly sialylated, fucosylated, and branched. In addition, consistent with the alteration of glycan structure, UT-A1 binding to galectin proteins is also changed. To obtain transcript profiles of the glycan-modifying enzymes responsible for UT-A1 N-glycan structure changes in diabetes, we took advantage of Illumina mRNA sequencing (RNA-seq) technology and investigated gene expression in kidney IM from STZ-induced diabetic rats. Our goal of the RNA-seq analysis was to, at the transcript level, inspect whether the enzymes involved in the glycosylation processes of sialylation, fucosylation, glycan chain branching and glycan binding to galectin proteins, were altered in normal and diabetic kidney.

## Materials and methods

### STZ rat models

Male Sprague-Dawley rats, 3 months (~150 g), were purchased from Charles River Laboratories. We used the well-established streptozotocin (STZ)-induced diabetic rat model (Kim et al., 2003; Chen et al., 2011). Rats were injected with STZ (62.5 mg/kg body weight prepared fresh in 0.1 M citrate buffer, pH 4.0) or vehicle into the tail vein. Diabetes was confirmed by measuring blood glucose (One Touch Profile Diabetes Tracking Kit) 24 h after STZ injection. At 15 d after injection, rats were sacrificed by decapitation. The terminal half of the IM (IM tip) was dissected from kidney and used for protein and RNA preparation. All animal protocols were approved by the Emory University Institutional Animal Care and Use Committee (IACUC).

### Lipid raft preparation and lectin pulldown

Cell membrane lipid raft fractions were used for lectin pulldown experiments. Lipid rafts from freshly isolated IM tip were prepared with a 5–40% sucrose discontinuous gradient ultracentrifugation protocol as described (Huang et al., 2010; Chen et al., 2011). Equal amounts of pooled lipid raft fractions (fractions 2–4) were incubated with 30 μl of an agarose-conjugated lectin suspension at 4°C overnight. After washing, the precipitated proteins were subjected to Western blotting with UT-A1 antibody. All the agarose-conjugated lectins were purchased from Vector Laboratories. The lectins used in this study are *concanavalin* A (Con A), *galanthus nivalis lectin* (GNL), wheat germ agglutinin (WGA), tomato lectin, *datura stramonium lectin* (DSL), *phaseolus vulgaris leukoagglutinin* (PHA-L), *sambucus nigra lectin* (SNA), *maackia amurensis lectin II* (MAL II), and *aleuria aurantia lectin* (AAL).

### GST-galectin fusion protein preparation and pulldown

The cDNAs for Gal-1, -3, -4, -7, -8, -9N, and -9C were subcloned into the bacterial vector pGEX-6P-1 and the GST fusion galectin proteins were prepared from bacteria as described (Poland et al., 2011). The fusion proteins were first affinity purified on glutathione-conjugated Sepharose and then lactose-conjugated Sepharose to insure that galectins were active. Equal amount of cell membrane fractions from rat IM were incubated with freshly prepared GST-galectin proteins bound to glutathione-conjugated beads for 1 h at 4°C. The beads were washed with buffer A (0.05 M Tris-HCl, pH 8, 150 mM NaCl) containing 14 mM β-mercaptoethanol, and then sequentially eluted with buffer containing 0.1 M sucrose (negative control) and 0.1 M lactose (specific-binding). The eluted proteins were analyzed by Western blot with anti-UT-A1 antibody. NIH ImageJ software was used to quantify the band density from three independent experiments. Data were expressed as mean ± SD. Statistical analysis of the data was performed by One-Way ANOVA. Differences were considered as significant at ^*^P < 0.05 or ^**^P < 0.01.

### IM tip RNA isolation and cDNA synthesis

For the RNA-seq study, the total RNA from rat IM tip was extracted using Trizol Reagent (Invitrogen). The RNA samples were purified using an RNeasy Mini Kit (Qiagen). Quantification and purity assessment of the RNA samples were determined on a NanoDrop Spectrophotometer (Nano-Drop Technologies). RNA quality was assessed with an Agilent Bioanalyzer 2100. Equal amounts of purified mRNA was transcribed to cDNA using a SMARTer PCR cDNA Synthesis Kit (Clontech Cat#634925).

### Library preparation and illumina HiSeq2000 sequencing

The cDNAs (Ctrl *n* = 3, STZ *n* = 3) for high-throughput sequencing were fragmented by DNase I and ligated to Illumina adapters. These adapter-ligated cDNA fragments were amplified and sequenced on the Illumina HiSeq2000 sequencer.

### RNA-seq data processing

Raw sequence reads from the FASTQ files from six samples were mapped against rat reference genome rn4 with STAR2.3.1t (Dobin et al., 2013). Only the uniquely mapped reads were used to calculate the numbers of reads per gene. The counts of the control group and the STZ group were tabulated in a table. This table was then fed to DESeq (Anders and Huber, 2010) for normalization and identification of differentially expressed genes between these two groups using the standard workflow. To correct for multiple hypothesis testing, the Benjamini–Hochberg procedure was used with an FDR cutoff of 0.05. Functional category and pathway analysis of diabetes-dependent changed genes were performed using IPA (Ingenuity Pathways Analysis, www.ingenuity.com). Unfortunately, the IPA analysis did not pick up the glycosylation-related genes; either the data set does not have such genes or the IPA may not have glycosylation pathways. We therefore manually searched and summarized those genes involving glycosylation process of sialylation, fucosylation, glycan chain branching, and glycan binding protein galectins from the RNA-seq data.

### Quantitative real time PCR (qRT-PCR)

Quantitative real-time PCR were performed as we described before (Chen et al., 2010). The complementary DNAs from total RNA samples were synthesized by reverse transcription (RT) with SuperScript reverse transcriptase (BD Bioscience). Gene-specific primers were designed to generate amplicons of length 100–250 nucleotides by using the Invitrogen Primer program. Prior to real-time PCR, a single amplified product of the expected size was confirmed by regular PCR and gel electrophoresis. All amplified products were subcloned into TA vector and further verified by DNA sequencing. Real-time PCR were carried out using the Bio-Rad iCycler Real-Time Detection System with a three-step protocol. Cycling conditions were set as 95°C for 3 min, followed by 40 cycles of 30 s at 95°C, 30 s at 55°C, and 30 s at 72°C. Fluorescence of the amplificates was detected with the iQTM SYBR Green Supermix (Bio-Rad). Data were normalized using the ratio of GAPDH and analyzed by iCycler software3.0 (Bio-Rad). Primers specific for each of the genes are shown in Supplemental Table S4. Significance was determined using a Student's *t*-test for each targeted gene.

## Results

### UT-A1 is highly sialylated, fucosylated, and branched in diabetes

Cell membrane UT-A1 is primarily localized in lipid raft microdomains (Chen et al., 2011). To assess differences in the N-glycan structure of UT-A1 in control and STZ rat IM, we isolated lipid raft membrane fractions as previously described and used this material for lectin binding assays as described in Materials and Methods. As shown in Figure 1A, the 97 kDa form of UT-A1 from control rat IM rafts bound primarily to Con A and GNL (mannose-specific) and WGA (GlcNAc specific), but was not detected in the GNL or Con A bound fractions of the STZ rats. The 117 kDa form of UT-A1 bound primarily to WGA (GlcNAc specific), tomato lectin (poly-N-acetyllactosamine), and DSL (repeating N-acetyllactosamine). Interestingly, the proportion of UT-A1 bound to SNA, AAL, and PHA-L form in the STZ rat IM is notably increased when compared to the proportion in the control rat IM. The increased UT-A1 binding to SNA, AAL, and PHA-L is not due to the protein overloading or extended exposure time since the UT-A1 bound to Con A and GNL is not increased. On the contrary, there is a decrease of the lower glycosylated 97 kDa UT-A1 pulled down by Con A and GNL under diabetic situations. Binding of 117 kDa UT-A1 to SNA, AAL, and PHA-L is consistent with the presence of sialic acid, fucose, and tetra-antennary branched glycans, respectively. Figure 1B is the densitometry analysis of lectin bound UT-A1 of control and STZ rat IM samples from three independent experiments.

**Figure 1:**
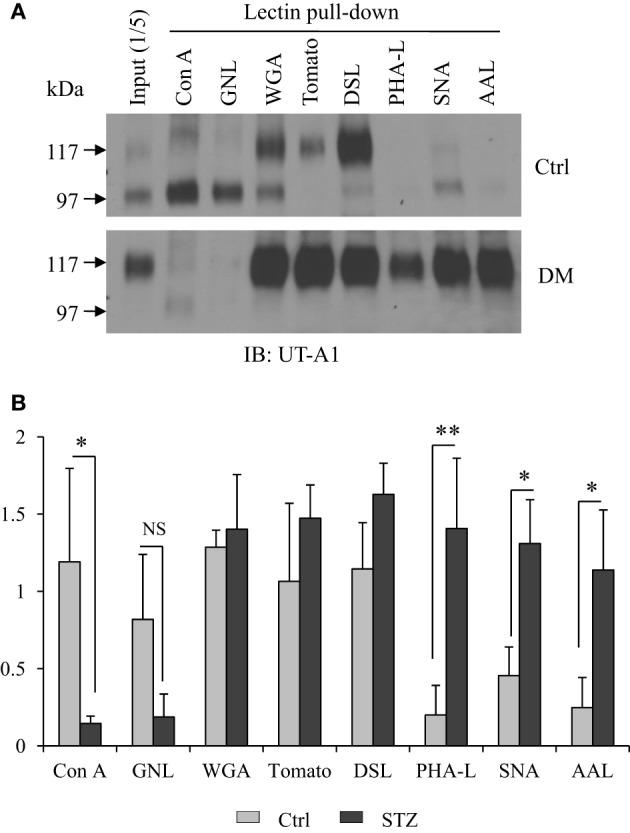
**Lectin pulldown assays. (A)** Cell membrane lipid raft fractions isolated from control or STZ-diabetic rat IM tip were pooled and incubated with 30 μl of indicated agarose-bound lectins at 4°C overnight. After washing, the lectin precipitated samples were analyzed by immunoblotting with anti-UT-A1 antibody. **(B)** Densitometry analysis of UT-A1 protein bands from three separate experiments (*n* = 3). Each lectin precipitated UT-A1 was normalized with UT-A1 from input proteins (means ± SD, ^*^P < 0.05, ^**^P < 0.01, NS, no significance).

### Increased association of galectin-3, 7, 8, 9 with 117 kDa UT-A1 in diabetes

Galectins are a group of small lectin-like proteins (14–30 kDa) that bind β-galactose-containing glycoconjugates. Each galectin has unique binding specificities (Poland et al., 2011). To investigate whether the change of the UT-A1 glycan structure under diabetic conditions would result in alteration of UT-A1 binding to galectin proteins, we performed the GST-galectin pulldown assay with control and STZ rat IM samples as described in Materials and Methods. GST-galectin proteins pre-bound to glutathione beads were incubated with equal amounts of lipid raft membrane fractions from kidney IM and eluted with lactose. The binding of UT-A1 was examined by Western blot analysis of the eluted material. Galectin proteins are predicted to bind only the high glycosylation form of 117 kDa, as the 97 kDa form exhibits only immature high mannose Gal-deficient N-glycans (Chen et al., 2011 and Figure 1). As shown in Figure 2A, we found that the 117 kDa form of UT-A1 from control rat IM binds to primarily Gal-3 and Gal-7 with a small amount binding to Gal-8 and Gal-9C. However, we observed increased binding of the 117 kDa UT-A1 to Gal-3, -7, -8, and -9, particularly the enhanced binding to Gal-8 and -9 indicating that the N-glycans are changed on UT-A1 in diabetic rat kidney. The increased UT-A1 bound to Gal-3, -7, -8, and -9 is not because of protein overloading since UT-A1 bound to Gal-1 and -4 is not increased. Figure 2B shows the signal quantification and statistical analysis from three independent studies. Galectin-9 has two carbohydrate recognition domains (CRD). Since GST-Gal-9 is aggregated in the bacteria, we prepared N-terminal and C-terminal CRDs separately as GST-Gal-9N (residues 1–148) and GST-Gal-9C (residues 225–355) (Poland et al., 2011). Only C-terminal, but not N-terminal, CRD in galectin-9 interacted with UT-A1. Additionally, we observed that the 117 kDa form of UT-A1 from diabetic tissue migrates further upon electrophoresis, reflecting different glycosylation modifications occurred in the diabetic animal.

**Figure 2:**
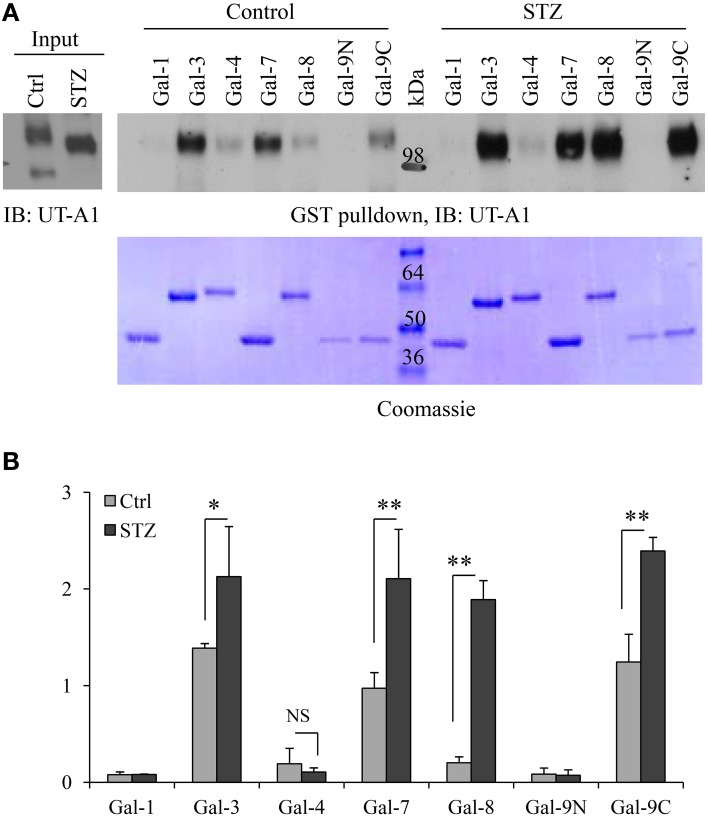
**GST-galectin pulldown assays. (A)** Equal amount of cell membrane fractions from rat IM tip were incubated with freshly prepared GST-galectin proteins for 1 h at 4°C. After washing with buffer A containing 14 mM β-mercaptoethanol and buffer containing 0.1 M sucrose, the galectin specific binding proteins were eluted by 0.1 M lactose (specific-binding) and subsequently analyzed by Western blot with UT-A1 antibody (Top). The same membrane was stained by Coomassie brilliant blue to verify GST fusion galectin proteins (Bottom). **(B)** Densitometry analysis of UT-A1 protein bands from three separate experiments (*n* = 3). Each GST-galectin precipitated UT-A1 was normalized with UT-A1 from input (means ± SD, ^*^P < 0.05, ^**^P < 0.01, NS, no significance).

### General RNA-seq results

In order to reveal potential genes and mechanisms that are involved in UT-A1 glycosylation modification, we performed the RNA-Seq by using RNA samples from control (*n* = 3) and STZ rat (*n* = 3) IM tip. 

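The libraries came from the IM tip, the inner end of the kidney inner medulla, of 3 control rats given vehicle and 3 rats made diabetic with streptozotocin (STZ), a toxin of pancreatic beta cells, at 62.5 mg/kg. Tissue was taken 15 days after the injection. The authors made cDNA with a PCR-based kit, sequenced it on a HiSeq2000, aligned the reads to rn4 with STAR and counted the uniquely mapped reads of each gene. They normalized the counts with DESeq, and the deposited values are normalized counts for 27321 features, each given by a name and a position on rn4. Group means of these values mostly came close to the averages that the paper prints but did not equal them. Of the features, 2720 lie between genes and 527 merge overlapping genes, whose reads cannot be assigned to a single member. In all 6 libraries 100.0% of the values were whole multiples of a single step, so the whole reads behind them could be recovered. A single read was worth between 0.763 and 1.11 normalized counts. Reads counted on all features, those between genes included, numbered 4657450, 5575171 and 3412311 in control replicates 1, 2 and 3, and 5014659, 4475648 and 3963074 in STZ replicates 1, 2 and 3. The cDNA was amplified by PCR and no molecular identifiers were used, so reads are not independent molecules, and the floor of 3 reads applied to low genes covers counting error only. Genes were compared between the groups with limma on log2(normalized count + 1), with an intensity trend in the prior variance, over the 13486 features whose mean over the 6 libraries was at least 5. Adjusted p-values are those of the Benjamini-Hochberg procedure, and log2 fold changes are STZ over control on the log2(normalized count + 1) scale, which understates the change of low genes. As a measure of background, the 836 olfactory receptor genes had a 95th percentile between 1.86 normalized counts in STZ replicate 1 and 10.02 in control replicate 3, a measure that is not adjusted for gene length.
The rats of both groups carry the replicate numbers 1, 2 and 3. Deviations from the group means correlated between same-numbered control and STZ libraries with r = 0.395, −0.061 and 0.323 for replicates 1, 2 and 3, a mean of 0.219 (across 9315 genes, which are not independent replicates). For libraries with different numbers r ran from −0.472 to 0.22, the highest being control replicate 3 with STZ replicate 2. Their mean of −0.11 is no separate comparison, since deviations cancel within each group and it follows from the 0.219. The first principal component held 39.7% of the variance and separated the groups, and the second held 29.0% and ordered the replicates from 1 to 3 within both groups. Results with the replicate number as a block are therefore given beside those without it. All 3 control libraries were sequenced on lane 3 and the STZ libraries on lanes 7, 6 and 8, so lane and condition cannot be told apart.

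**Figure D1:**
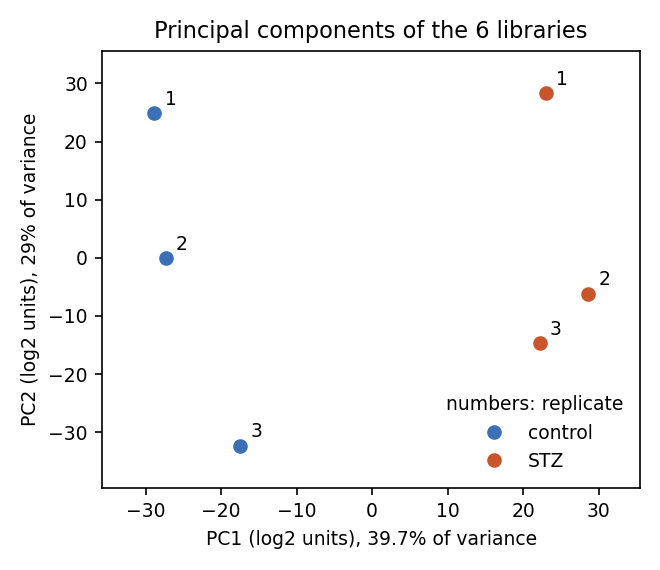
Principal components of the 6 libraries, from log2(normalized count + 1) of 9315 genes, with PC1 on the horizontal and PC2 on the vertical axis, in log2 units. Each point is a library, coloured by group and numbered by replicate: PC1 separates control from STZ rats (39.7% of the variance), and PC2 falls from replicate 1 to replicate 3 in both groups (29.0%).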

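Supplemental Table S1 lists the fragments sequenced per library, from 11976853 in control replicate 1 to 16190427 in STZ replicate 3. The mean over the 6 libraries of that table was 14021925 fragments, with an SD of 1444715 and a median of 14208582. Control libraries had between 11976853 and 14101015 fragments and STZ libraries between 14316149 and 16190427, so every STZ library was sequenced to more fragments than every control library. The reads counted on features did not follow this order: the median was 4657450 in control and 4475648 in STZ libraries, and the ranges of the groups overlapped.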

RNA-Seq generated an average of 14.2 ± 1.44 (mean ± SD) million reads per sample (Supplemental Table S1). 

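By Supplemental Table S1, 58.34%, 67.61% and 58.97% of the fragments of control replicates 1, 2 and 3 were mapped, and 53.16%, 58.03% and 54.97% of those of STZ replicates 1, 2 and 3. Compared with these mapped fragments, the reads counted on features came to 66.7%, 58.5% and 44.7% in the control and 65.9%, 52.9% and 44.5% in the STZ libraries. The share fell from replicate 1 to replicate 3 in both groups, while the group means of 56.6% ± 11.1 and 54.4% ± 10.8 (SD, n = 3 each) differed by less than the spread between replicates. Between 18212 and 21064 features had at least 1 read, and the 20 highest features held between 17.5% and 19.4% of the reads.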

About 50 ~ 70% of the reads were mapped to the rat reference genome rn4 by STAR. 

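By limma, 283 of the 13486 features tested had an adjusted p-value under 0.05, with 158 higher and 125 lower in STZ rats. At an unadjusted p under 0.05 there were 1988. All 283 had their 3 STZ values on one side of the 3 control values, which held for 20.3% of the features tested and is given by chance for 10%. With the replicate number as a block, limma called 561 features, 299 higher and 262 lower, which included all 283 (mean correlation of same-numbered libraries 0.219). On the recovered reads, edgeR's quasi-likelihood test called 287 features and DESeq2 597. The choice that moved the number most in proportion was the prior variance, since limma without the intensity trend called 31. Leaving out each library in turn gave between 88 and 352. Since the groups shared no sequencing lane, these counts hold any effect of the lane as well.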

Among a total 25,809 genes annotated in Ensembl RGSC3.4, 8197 genes had enough reads and therefore were selected for DESeq analysis, which determined 552 genes as significantly different (FDR < 0.05) between the control and STZ rats. Supplemental Figure S1 shows the volcano plot analysis of differentially expressed genes in normal and STZ rat IM. 

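Among the 283 features that passed, the size of the log2 fold change ran from 0.79 to 4.53 with a median of 1.39, and 10 of them lay between genes or merged overlapping genes. The largest increases were those of Lypd2 (4.53), Wfdc6b (4.49), D3ZA92_RAT (4.41), Wfdc10 (4.32) and D3ZFT6_RAT (4.15). D3ZA92_RAT and D3ZFT6_RAT lie on chromosome 4 at 102990294 to 102990872 and 103029531 to 103030127, and their 3 control libraries were all at or under the floor of 3 reads. Set against that floor, D3ZA92_RAT was at least 10.2-fold and D3ZFT6_RAT at least 6.04-fold higher in STZ rats. The largest decreases were those of Crtac1 (−3.45), LOC100360165 (−3.10), Ccl7 (−3.04), Umod (−2.93) and Ifit3 (−2.57). The 3 STZ libraries of Crtac1 were at or under the floor, which makes it at least 10.3-fold lower. All 10 genes had an adjusted p between 0.000117 and 0.0265 by limma, and between 4.62e-05 and 0.00537 with the replicate number as a block (mean correlation of same-numbered libraries 0.219). For Wfdc10, with 37.9, 626 and 61.2 normalized counts in control replicates 1, 2 and 3, the adjusted p was 0.0735 with edgeR and 0.0626 with DESeq2, and ran from 1.57e-05 to 0.169 over 22 alternatives, under 0.05 in 16. Across the features tested, the log2 fold change rose weakly with the length of the locus (Spearman 0.112, across genes, which are not independent replicates).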

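Of the 15 genes that the paper ranks highest, 12 had an adjusted p under 0.05 by limma, and of the 15 that it ranks lowest, 13. Blocked by replicate number, these were 13 and 13 (mean correlation of same-numbered libraries 0.219). Lypd2, on chromosome 7 of rn4 from 112846292 to 112848330, rose from 1082 ± 441 normalized counts in control to 23370 ± 1801 in STZ rats (SD, n = 3 each), a log2 fold change of 4.53 (SE 0.31, adjusted p = 0.000117 by limma and 4.87e-05 with the block). Ccl7, on chromosome 10 from 70267280 to 70269131, fell from 685 ± 153 to 82.2 ± 16 normalized counts, a log2 fold change of −3.04 (SE 0.23, adjusted p = 0.000117, and 4.62e-05 with the block). Ctse, on chromosome 13 from 44582910 to 44605241, had 34.3 ± 5.48 normalized counts in control rats but 192, 2529 and 284 in STZ replicates 1, 2 and 3, and its log2 fold change was 3.89 (SE 0.72, adjusted p = 0.022, and 0.00402 with the block). Rarres2 was counted in a feature merged with Lrrc61, so its log2 fold change of 2.76 (adjusted p = 0.000117, and 5.75e-05 with the block) is uncertain.
Control and STZ values overlapped in the 5 genes that did not pass. For Fam111a only STZ replicate 3 was high, with 532 normalized counts against 2.97 to 20.5 in the other libraries, and the log2 fold change was 0.46 (SE 1.35, adjusted p = 0.941). A feature next to it, ENSRNOG00000005208, was also higher in that library, by 3.08 on the log2 scale against the other STZ libraries. Oas1f was high only in STZ replicate 2, with 348 normalized counts against 13.3 to 29.0 elsewhere (log2 fold change 1.69, adjusted p = 0.392). For Acer2, STZ replicate 1 had 18370 normalized counts and STZ replicate 3 had 1761, below the 2137 of control replicate 1, and the adjusted p was 0.165, or 0.00278 with the block. Among the lowest genes, Ypel4 was at 0 in control replicate 1 and at 99.9 and 124 in control replicates 2 and 3, against 2.79, 0 and 4.02 in the STZ libraries (log2 fold change −3.12, SE 1.52, adjusted p = 0.382). Ifit1 had 12.2 normalized counts in control replicate 2 and 215 and 252 in control replicates 1 and 3, against 18.1 to 33.6 in STZ rats (log2 fold change −1.70, adjusted p = 0.412). With the block the adjusted p of Fam111a, Oas1f, Ypel4 and Ifit1 was 0.857, 0.0947, 0.209 and 0.252.

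**Figure D2:**
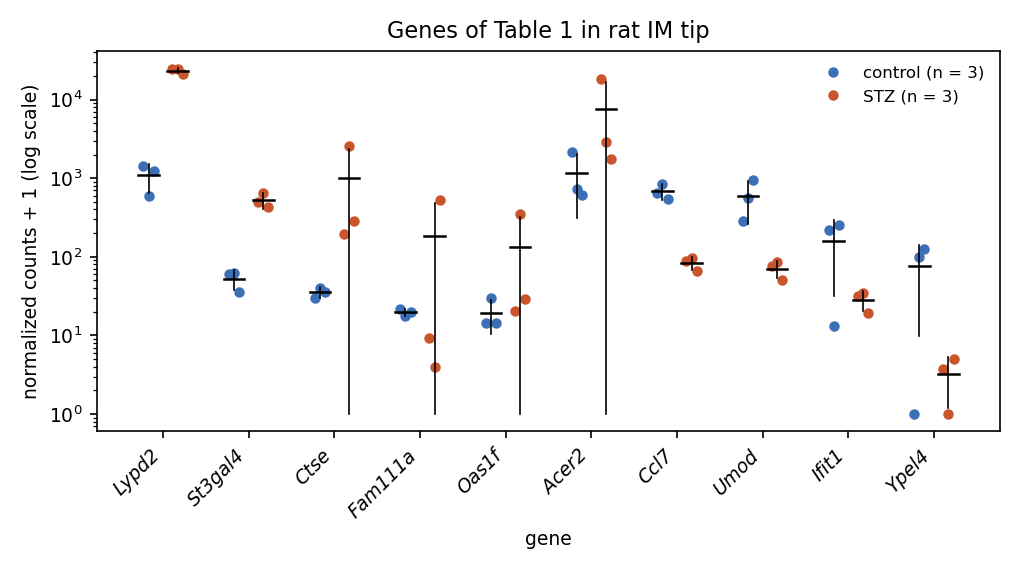
Normalized counts + 1 (vertical log axis) of 10 genes of Table 1 (horizontal axis) in control and STZ rats. Points are libraries, horizontal lines are means and vertical lines are the SD (n = 3 each), drawn down to 0 where the mean minus the SD is negative. Lypd2, St3gal4, Ctse, Ccl7 and Umod have no overlap between the groups, whereas Fam111a and Oas1f are each high in a single STZ library.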

Table 1 lists the top 15 most significantly up- or down-regulated genes by log_2_ fold change in kidney IM tip under diabetic condition.

**Table 1:** **The top 15 up- and down-regulated genes in STZ rat IM by RNA-seq analysis**.

**Gene**	**Description**	**Fold change (log_2_)**	***p*-value**	**FDR**
**UP-REGULATED GENES**				
Ctse	Cathepsin E	4.9	4.01E-55	3.29E-51
Wfdc6b	WAP four-disulfide core domain 6B	4.8	8.37E-25	1.37E-21
Lypd2	Ly6/Plaur domain containing 2	4.4	6.92E-22	7.09E19
Pon3	Paraoxonase 3	4.1	1.98E-23	2.32E-20
RGD1563047	BPI fold containing family B, member 1	3.4	9.05E-06	5.31E-04
Fam111a	Family with sequence similarity 111	3.4	5.77E-19	3.15E-16
St3gal4	ST3 beta-galactoside alpha-2,3-sialyltransferase 1	3.4	4.17E-30	1.14E-26
Upk3a	Uroplakin 3A	3.3	9.11E-17	3.93E-14
Wfdc10	WAP four-disulfide core domain 10	3.3	3.87E-10	7.56E-08
Slc13a2	Solute carrier family 13	2.8	2.88E-21	2.62E-18
Oas1f	2′–5′ oligoadenylate synthetase 1F	2.8	2.59E-05	1.27E-03
RGD1564463	Similar to Mdes protein	2.8	3.82E-06	2.70E-04
Rarres2	Retinoic acid receptor responder 2	2.7	1.49E-23	2.03E-20
Acer2	Alkaline ceramidase 2	2.7	3.14E-03	4.74E-02
Alox15b	Arachidonate 15-lipoxygenase, type B	2.5	1.10E-06	8.93E-05
**DOWN-REGULATED GENES**				
Ypel4	Yippee-like 4 (Drosophila)	−5.1	2.68E-06	1.96E-04
Umod	Uromodulin	−3.1	4.92E-27	1.01E-23
Ccl7	Chemokine (C-C motif) ligand 7	−3.1	1.61E-36	6.60E-33
Mucdhl	Mucin and cadherin like	−2.6	2.24E-08	3.01E-06
Ifit1	IFN-induced protein with tetratricopeptide repeats 1	−2.5	2.77E-14	9.47E-12
Ifit3	IFN-induced protein with tetratricopeptide repeats 3	−2.5	5.67E-06	3.66E-04
Loxl4	Lysyl oxidase-like 4	−2.5	4.26E-21	3.18E-18
Tff3	Trefoil factor 3, intestinal	−2.4	9.13E-07	7.87E-05
Kap	Kidney androgen regulated protein	−2.2	4.71E-05	2.04E-03
Ifit2	IFN-induced protein with tetratricopeptide repeats 2	−2.2	1.27E-06	1.02E-04
S100a5	S100 calcium binding protein A5	−2.1	2.10E-16	8.60E-14
Egf	Epidermal growth factor	−2.1	1.32E-13	4.01E-11
Mgp	Matrix Gla protein	−2.1	8.08E-11	1.84E-08
Zcchc12	Zinc finger, CCHC domain containing 12	−2.1	2.30E-09	3.70E-07
Gpnmb	Glycoprotein (transmembrane)	−2.0	6.26E-11	1.46E-08

Functional category and pathway analysis of diabetes-dependent changed genes were further evaluated by using IPA (Ingenuity Pathways Analysis, www.ingenuity.com). The upregulated and downregulated networks under diabetes are presented in Supplemental Tables S2, S3. Unfortunately, the IPA analysis did not pick up the glycosylation-related genes, either the data set does not have such genes or the IPA may not have glycosylation pathways. We therefore manually searched and summarized those genes from RNA-seq data involved in sialylation, fucosylation, glycan chain branching, and glycan binding protein galectins.

### The Mgat family of acetylglucosaminyltransferases

GlcNActransferase (Mgat) enzymes belong to the family of glycosyltransferases. By the addition of N-acetylglucosamine to the N-linked sugar chains, Mgat enzymes catalyze the formation of tri- and multi-antennary branching structures in the Golgi apparatus (Rini et al., 2009; Stanley et al., 2009). As shown in Figure 1, UT-A1 from diabetic rats undergoes increased glycan branching, indicated by its affinity to lectin PHA-L. We examined N-glycan branching enzyme Mgat expression in the kidney. Table 2 lists the Mgat genes expressed in kidney IM according to the RNA-seq analysis. 

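Mgat1, on chromosome 10 of rn4 from 34706907 to 34724328, had 114 ± 10.8 normalized counts in control and 105 ± 26.9 in STZ rats (SD, n = 3 each). Mgat2, on chromosome 6 from 91137261 to 91139745, had 74.2 ± 3.88 and 99.4 ± 17.6. Mgat4a, on chromosome 9 from 36389293 to 36473502, had 47.2 ± 14.9 and 34.5 ± 12.9. In control rats the mean of Mgat1 was 1.54 times that of Mgat2, and Mgat1 was higher in all 3 libraries. In STZ rats the ratio was 1.05, within the spread between replicates, and Mgat1 was higher in 2 of 3 libraries. Mgat2 was higher than Mgat4a in all 6 libraries, by a ratio of means of 1.57 in control and 2.88 in STZ rats. Normalized counts are not divided by transcript length, so the order is that of reads per gene.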

Three Mgat enzymes (Mgat1 > Mgat2 > Mgat4a) were highly expressed in kidney IM. However, the transcripts of Mgat gene in the kidney did not change, indicating that changes in UT-A1 glycan branching may not be due to changes in Mgat transcription levels. 

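The 6 Mgat genes with a mean of at least 5 normalized counts had log2 fold changes between −0.46 for Mgat4a and 0.40 for Mgat2. Mgat2 had an adjusted p of 0.434 by limma (SE 0.22), although its 3 STZ values all lay above the 3 control values (exact permutation test, two-sided, p = 0.1, the smallest that 3 rats against 3 allow). For Mgat1 the log2 fold change was −0.15 (SE 0.23, adjusted p = 0.868), and its sign changed with STZ replicate 2 left out (0.01). Across the 6 genes the adjusted p was between 0.434 and 0.961, between 0.265 and 0.882 when adjusted over the glycosylation genes of Tables 2 to 5 alone, and between 0.30 and 0.922 with the replicate number as a block (mean correlation of same-numbered libraries 0.219). With log2 SEs between 0.22 and 0.56, a small change of these genes was not detectable with 3 rats per group.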

Mgat3, Mgat4b, Mgat4c, Mgat5, and Mgat5b were not expressed (or are expressed at very low levels) in kidney IM.

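Mgat3, on chromosome 7 of rn4 from 118429749 to 118457128, had 21.2 ± 5.77 normalized counts in control and 27.8 ± 9.09 in STZ rats (SD, n = 3 each). Mgat5, on chromosome 13 from 39833054 to 40135002, had 15.1 ± 1.69 and 14.2 ± 2.43. Both lay above the 95th percentile of the olfactory receptor genes in all 6 libraries. Mgat4b had 10.5 ± 5.33 and 7.74 ± 3.33 normalized counts and was above that percentile in 2 of 6 libraries. Mgat4c had 3.86 ± 2.38 and 3.34 ± 4.96, above 3 reads in 3 libraries and above the percentile in 1. Mgat5b was at or under the floor of 3 reads in all 6 libraries.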

**Table 2:** **Summary of acetylglucosaminyltransferase genes from kidney IM by RNA-seq analysis**.

**Gene ID**	**Gene name**	**Average counts**		***p*-value**	**FRD**
		**Ctrl**	**STZ**		
Mgat1	Mannoside acetylglucosaminyltransferase 1	118.0	109.5	0.777	0.945
Mgat2	Mannoside acetylglucosaminyltransferase 2	76.5	103.3	0.127	0.454
Mgat3	Mannoside acetyl glucosaminyltransferase 3	NA^*^	NA		
Mgat4a	Mannoside acetylglucosaminyltransferase 4, isoenzyme A	48.1	35.8	0.258	0.629
Mgat4b	Mannoside acetylglucosaminyltransferase 4, isoenzyme B	NA	NA		
Mgat4c	Mannosyl (α-1,3-)-glycoprotein β-1,4-N- acetylglucosaminyltransferase, isozyme C	NA	NA		
Mgat5	Mannoside acetylglucosaminyltransferase 5	NA	NA		
Mgat5b	Mannoside acetylglucosaminyltransferase 5, isoenzyme B	NA	NA		

* *Indicate no or very low non-reliable calculation*.

### Sialyltransferases and neuraminidases

As reported before (Chen et al., 2011) and shown in the current study (Figure 1), UT-A1 contains a high amount of SNA-bound sialic acid in its glycan structure under diabetic situations (Figure 1). We recently reported that modification with sialic acid increases UT-A1 membrane stability and urea transport activity (Li et al., 2014). Here, we explored sialylation related enzymes in diabetes. There are three categories of sialyltransferases. 

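Of the 6 St3gal genes, 4 lay above the 95th percentile of the olfactory receptor genes in all 6 libraries: St3gal2, St3gal4, St3gal5 and St3gal6. The mean of St3gal5, on chromosome 4 of rn4 from 105373384 to 105432192, was 29.7 ± 9.93 normalized counts in control and 27.3 ± 2.99 in STZ rats (SD, n = 3 each), close to that of St3gal2. St3gal3 had 4.62 ± 3.69 and 5.62 ± 5.59 and was above the percentile in 2 of 6 libraries. Counting a gene as expressed at a group mean of at least 5 normalized counts gave 5 of the 6 in control and 5 in STZ rats. At a minimum of 20 this was 4 in each group.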

In the type I enzyme family of α-2, 3 sialyltransferases, St3gal (ST3 β-galactoside α-2, 3-sialyltransferase) variants 2, 4, and 6 are found in kidney IM (Table 3). The most prominently expressed α-2, 3 sialyltransferase in the kidney IM region is St3gal6, however it did not change under the diabetic condition. 

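St3gal6, on chromosome 11 of rn4 from 42893711 to 42937784, had 283 ± 52.0 normalized counts in control and 280 ± 49.4 in STZ rats (SD, n = 3 each). Its log2 fold change was −0.01 (SE 0.21, adjusted p = 0.991 by limma, and 0.977 with the replicate number as a block, at a mean correlation of same-numbered libraries of 0.219). The values of the groups overlapped, from 239 to 340 in control and from 226 to 322 in STZ rats. The sign was positive with edgeR (0.001), and with control replicate 1 (0.13) or STZ replicate 3 (0.14) left out.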

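St3gal4, on chromosome 8 of rn4 from 34845952 to 34894795, had 59.5, 61.0 and 34.5 normalized counts in control replicates 1, 2 and 3, and 495, 652 and 425 in STZ replicates 1, 2 and 3. The means were 51.7 ± 14.9 and 524 ± 116 (SD, n = 3 each), a log2 fold change of 3.34 (SE 0.26, adjusted p = 0.000117 by limma). Blocking by replicate number gave an adjusted p of 4.62e-05 (mean correlation of same-numbered libraries 0.219). Every STZ value lay above every control value (exact permutation test, two-sided, p = 0.1, the smallest that 3 rats against 3 allow). Leaving out each library in turn, the log2 fold change stayed between 3.08 and 3.48 and the adjusted p between 4.85e-05 and 0.00131. The adjusted p was highest, at 0.0201, for limma without the intensity trend. Of the 41 genes of Tables 2 to 5 that were found, 24 were tested. St3gal4 alone had an adjusted p under 0.05 over all features by limma without the block, and adjusted over the list alone there were 2. Over all features there were also 2 with the replicate number as a block and 2 with DESeq2, but 1 with edgeR.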

The most significant increased sialyltransferase is St3gal4 (*q* = 1.14E-26) in diabetes. 

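St3gal2, on chromosome 19 of rn4 from 40873201 to 40889072, had 31.7 ± 11.4 normalized counts in control and 36.5 ± 7.25 in STZ rats (SD, n = 3 each). The groups overlapped, and the log2 fold change was 0.23 (SE 0.31, adjusted p = 0.842 by limma). With the replicate number as a block the adjusted p was 0.693 (mean correlation of same-numbered libraries 0.219).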

There is no change for St3gal2 and ST3gal6. In the type II enzyme family of α-2, 6 sialyltransferases, ST6gal1, St6galnac2, and 3 are highly expressed in kidney IM but they did not change in diabetes. 

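St6gal1, on chromosome 11 of rn4 from 79723268 to 79765638, had 161 ± 5.85 normalized counts in control and 121 ± 8.39 in STZ rats (SD, n = 3 each). Its 3 STZ values all lay below the 3 control values (exact permutation test, two-sided, p = 0.1, the smallest possible), and the log2 fold change of −0.41 (SE 0.18) had an adjusted p of 0.329 by limma. St6galnac3, on chromosome 2 from 251284651 to 251287904, had 57.0 ± 13.1 and 79.8 ± 4.94 normalized counts, also without overlap, with a log2 fold change of 0.50 (SE 0.24, adjusted p = 0.359). St6galnac2, on chromosome 10 from 106793127 to 106811346, had 33.4 ± 6.18 and 43.9 ± 7.83, with a log2 fold change of 0.39 (SE 0.26, adjusted p = 0.577). In the fit with the replicate number as a block the adjusted p was 0.234 for St6gal1, 0.265 for St6galnac3 and 0.438 for St6galnac2 (mean correlation of same-numbered libraries 0.219). St6galnac1 was at or under the floor of 3 reads in all 6 libraries.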

Clearly, RNA-seq analysis showed that kidney IM does not express (or expresses at very low levels) the members of the type III enzyme family of α-2,8 sialyltransferases.

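The 5 St8sia genes analysed had group means between 0.254 and 4.18 normalized counts, the highest being St8sia3 with 4.18 ± 2.34 in control and 3.32 ± 2.88 in STZ rats (SD, n = 3 each). None reached a mean of 5 in either group. St8sia1 was above the 95th percentile of the olfactory receptor genes in 1 library, and St8sia2, St8sia3, St8sia5 and St8sia6 in none. St8sia2 never had more than 3 reads, whereas St8sia3 exceeded 3 reads in 4 of 6 libraries. Transcripts at this level could not be told from background at this depth. St8sia4 was not analysed here.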

**Table 3:** **Summary of sialyltransferase and neuraminidase genes from kidney IM**.

**Category**	**Gene name**	**Average counts**		***p*-value**	**FRD**
		**Ctrl**	**STZ**		
α2,3 sialyltransferase	St3gal1	NA	NA		
	St3gal2	33.1	38.2	0.623	0.886
	St3gal3	NA	NA		
	St3gal4	52.8	542.5	4.17E-30	1.14E-26
	St3gal5	NA	NA		
	St3gal6	289.4	289.2	0.982	1.000
α2,6 sialyltransferase	St6gal1	166.5	125.8	0.108	0.416
	St6galnac1	NA	NA		
	St6galnac2	34.4	45.3	0.317	0.685
	St6galnac3	58.6	82.8	0.088	0.374
α2,8-sialyltransferase	St8sia1	NA	NA		
	St8sia2	NA	NA		
	St8sia3	NA	NA		
	St8sia4	NA	NA		
	St8sia5	NA	NA		
	St8sia6	NA	NA		
Neuraminidase (Sialidase)	Neu1	6.4	13.6	0.146	0.999
	Neu2	NA	NA		
	Neu3	NA	NA		
	Neu4	NA	NA		

*St3gal: ST3 β-galactoside α-2,3-sialyltransferase*.

*St6galnac: ST6 (α-N-acetyl-neuraminyl-2,3-β-galactosyl-1,3)-N-acetylgalactosaminide α-2,6-sialyltransferase*.

*St8sia: ST8 α-N-acetyl-neuraminide α-2,8-sialyltransferase*.

Glycoprotein sialylation is reversely regulated by neuraminidase (sialidase). Sialidases hydrolyze terminal sialic residues in glycoproteins and reduce protein sialylation. There are four neuraminidases (Neu). RNA-Seq analysis revealed that only Neu1 is expressed in kidney IM. 

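Neu2, on chromosome 9 of rn4 from 86553195 to 86556411, was at or under the floor of 3 reads in all 6 libraries. Neu3, on chromosome 1 from 157172547 to 157183064, had 7.40 ± 4.35 normalized counts in control and 2.93 ± 2.02 in STZ rats (SD, n = 3 each), and was above the 95th percentile of the olfactory receptor genes in 3 of 6 libraries. Its log2 fold change was −1.11 (SE 0.77, adjusted p = 0.583 by limma, and 0.246 with the replicate number as a block, at a mean correlation of same-numbered libraries of 0.219). Neu4, on chromosome 9 from 93150679 to 93156336, had 6.31 ± 4.01 and 7.02 ± 10.5 normalized counts and was above the percentile in 2 libraries. The sign of its change depended on the test, with a log2 fold change of −0.72 by limma (SE 1.08, adjusted p = 0.864, and 0.583 with the block) and 0.13 by edgeR. Neu1 was not analysed here.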

The Neu1 enzyme transcript shows an increasing tendency but no significant increases under diabetic conditions (Table 3).

### Glycoprotein fucosylation and fucosyltransferases

Lectin pulldown assay in Figure 1 showed an increase of UT-A1 fucosylation pulled down by AAL in diabetes. Glycoprotein fucosylation is mediated by fucosyltransferases. There are more than eight fucosyltransferases in mammals. 

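Fut8, on chromosome 6 of rn4 from 99871194 to 100010833, had 74.1 ± 21.4 normalized counts in control and 50.3 ± 13.2 in STZ rats (SD, n = 3 each). Of the 7 fucosyltransferase genes analysed, Fut8 alone was above the 95th percentile of the olfactory receptor genes in all 6 libraries, and it alone had a mean of at least 20 normalized counts. At a minimum mean of 5 there were 3 genes in control and 2 in STZ rats.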

Surprisingly, RNA-Seq analysis (Table 4) shows that the kidney IM only expresses the α-1,6 fucosyltransferase 8 (Fut 8) mRNA isoform. Fut 8 catalyzes fucose residue transfer within the Golgi apparatus from GDP-fucose to the innermost GlcNAc residue of hybrid and complex N-glycan via α 1,6-linkage (termed core fucosylation) (Nishikawa et al., 1992). The Fut 8 transcript is decreased but does not reach statistical significance in diabetes. 

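The 3 control libraries had 72.8, 96.1 and 53.4 normalized counts of Fut8 and the 3 STZ libraries 59.4, 56.4 and 35.1, so the groups overlapped. Its log2 fold change was −0.55 (SE 0.29, adjusted p = 0.430 by limma, and 0.265 over the genes of Tables 2 to 5 alone). Within each replicate number the STZ library was lower, and with the number as a block the adjusted p was 0.202 (mean correlation of same-numbered libraries 0.219). The log2 fold change stayed between −0.76 and −0.31 with each library left out in turn.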

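Fut11, on chromosome 15 of rn4 from 3824207 to 3827806, had 12.5 ± 1.11 normalized counts in control and 9.07 ± 0.195 in STZ rats (SD, n = 3 each), above 3 reads in all 6 libraries and above the 95th percentile of the olfactory receptor genes in 5. Its log2 fold change of −0.42 (SE 0.40) had an adjusted p of 0.729 by limma and 0.579 with the replicate number as a block (mean correlation of same-numbered libraries 0.219). Fut1 had 5.34 ± 3.56 and 1.57 ± 1.92 normalized counts, and Fut2 3.16 ± 0.160 and 2.93 ± 2.02, each above the percentile in 2 of 6 libraries. Fut4 and Fut7 did not exceed 3 reads in any library. Fut9 was listed at 0 in all 3 control libraries and at 2.79, 0.989 and 1.00 in the STZ libraries, which are not above 3 reads. Fut10 was not analysed here.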

Kidney IM does not express the peripheral α-1,3-fucose enzymes of Fut1, 2, 4, 7, 9, 10, and 11.

**Table 4:** **Summary of fucosyltransferase genes from kidney IM by RNA-seq analysis**.

**Gene ID**	**Gene name**	**Average counts**		***p*-value**	**FRD**
		**Ctrl**	**STZ**		
**ALPHA (1,3) FUCOSYLTRANSFERASE**					
Fut1	Fucosyltransferase 1	NA	NA		
Fut2	Fucosyltransferase 2	NA	NA		
Fut4	Fucosyltransferase 4	NA	NA		
Fut7	Fucosyltransferase 7	NA	NA		
Fut9	Fucosyltransferase 9	NA	NA		
Fut10	Fucosyltransferase 10	NA	NA		
Fut11	Fucosyltransferase 11	NA	NA		
**ALPHA (1,6) FUCOSYLTRANSFERASE**					
Fut8	Fucosyltransferase 8	76.0	51.8	0.061	0.313

### Glycan binding protein galectin

The galectin family is defined by having at least one characteristic CRD with an affinity for beta-galactosides (Rabinovich et al., 2007). Carbohydrate structure changes often affect a glycoprotein's binding affinity for the galectin proteins. By their association with glycans, galectin proteins play many important roles in regulating glycoprotein function. There have been 15 galectins discovered in mammals, encoded by the LGALS genes (Cummings and Liu, 2009). Galectins are divided in three categories based on their distinct structures: the prototypical, chimera, and tandem galectins. 

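Lgals9, which encodes galectin-9 and lies on chromosome 10 of rn4 from 65129008 to 65152052, had 823 ± 180 normalized counts in control and 417 ± 116 in STZ rats (SD, n = 3 each). Lgals1, on chromosome 7 from 116893635 to 116896762, had 722 ± 275 and 777 ± 149. Lgals3, on chromosome 15 from 23327070 to 23339006, had 116 ± 51.8 and 203 ± 33.1. Lgals5, on chromosome 10 from 65075522 to 65078686, had 9.47 ± 0.479 and 8.90 ± 5.37, and was above the 95th percentile of the olfactory receptor genes in 5 of 6 libraries. In control rats the mean of Lgals9 was 1.14 times that of Lgals1, which is within the spread between replicates, and Lgals9 was higher in 2 of 3 libraries. In STZ rats the ratio was 0.536 and Lgals1 was higher in all 3. The order Lgals1, Lgals3, Lgals5 held in all 6 libraries. Lgals2, in a feature merged with Cdc42ep1 whose reads could come from either gene, had 17.7 ± 4.47 and 21.3 ± 8.08 normalized counts. Lgals4, Lgals7 and Lgals12 had group means between 0.335 and 4.64. Lgals8 was not analysed here.

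**Figure D3:**
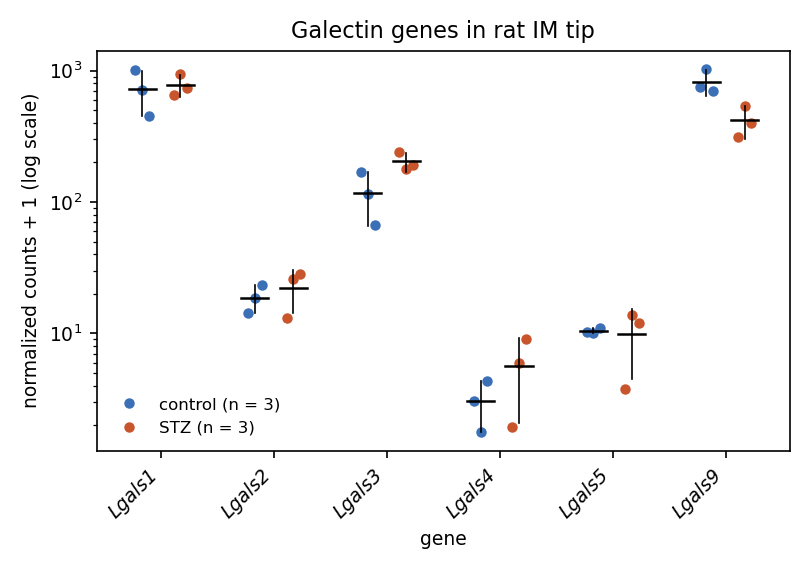
Normalized counts + 1 (vertical log axis) of 6 galectin genes (horizontal axis) in control and STZ rats. Points are libraries, horizontal lines are means and vertical lines are the SD (n = 3 each). The Lgals9 values of the groups do not overlap, nor do those of Lgals3, while those of Lgals1 overlap; Lgals2 is a feature merged with Cdc42ep1.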

RNA-seq analysis showed four types of galectin genes are expressed in a high abundance in kidney IM, Gal-9 > Gal-1 > Gal-3 >> Gal-5 (Table 5). Galectin-1 is highly expressed galectin in kidney IM, however GST pull-down assay did not show its association with UT-A1 (Figure 1). Moreover, galectin-1 expression did not change in diabetes. Therefore, galectin-1 is unlikely to regulate UT-A1. 

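For Lgals1 the 3 control libraries had 1003, 709 and 454 normalized counts and the 3 STZ libraries 654, 943 and 734. The log2 fold change was 0.16 (SE 0.27, adjusted p = 0.885 by limma, and 0.767 with the replicate number as a block, at a mean correlation of same-numbered libraries of 0.219). It ran from −0.14 to 0.44 with each library left out in turn, so its sign depended on single libraries.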

Galectin-9 is abundantly expressed in kidney but its expression is significantly decreased (*p* = 0.001, *q* = 0.019) under diabetic conditions. 

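The 3 control libraries had 744, 1029 and 697 normalized counts of Lgals9 and the 3 STZ libraries 311, 541 and 398. Every STZ value lay below every control value (exact permutation test, two-sided, p = 0.1, the smallest that 3 rats against 3 allow). The log2 fold change was −0.997 (SE 0.24), with an adjusted p of 0.0601 by limma over all features and 0.0184 over the genes of Tables 2 to 5 alone. With the replicate number as a block the adjusted p over all features was 0.011 (mean correlation of same-numbered libraries 0.219). On the recovered reads it was 0.0715 with edgeR's quasi-likelihood test and 0.0036 with DESeq2. Over 22 alternatives the adjusted p ran from 0.0036 to 0.253 and was under 0.05 in 9, so whether this gene passed depended on the setting, while the log2 fold change stayed between −1.20 and −0.81 with each library left out in turn.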

Galectin-3 is unique and is the only member of the chimera galectin group, designated as such because it has an extended N-terminus. Figure 2 shows galectin-3 is the major galectin that binds to UT-A1 under non-stimulated conditions; this binding is increased in diabetes. In agreement with the increased galectin-3 and UT-A1 binding activity, galectin-3 gene expression is increased about ~1 fold (*p* = 0.008, *q* = 0.089). 

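Lgals3 had 169, 114 and 65.7 normalized counts in control replicates 1, 2 and 3, and 240, 176 and 192 in STZ replicates 1, 2 and 3. The STZ values all lay above the control values (exact permutation test, two-sided, p = 0.1, the smallest possible). The log2 fold change was 0.89 (SE 0.31), with an adjusted p of 0.186 by limma over all features and 0.0869 over the genes of Tables 2 to 5 alone. It was 0.0606 with the replicate number as a block (mean correlation of same-numbered libraries 0.219). Leaving out each library in turn moved the log2 fold change between 0.53, without control replicate 3, and 1.21, without control replicate 1. Its adjusted p was under 0.05 in 1 of 22 alternatives (0.0446), a correction for locus length with the block that was chosen after seeing the data.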

Galectin-5 was only found in rat and not in any other species. 

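The 3 control libraries had 9.23, 9.15 and 10.02 normalized counts of Lgals5 and the 3 STZ libraries 2.79, 12.9 and 11.0. The value in STZ replicate 1 is 3 reads, the floor. The values were above the 95th percentile of the olfactory receptor genes of the same library in 5 of 6 libraries. They were 9.23 against 2.05 in control replicate 1 and 12.9 against 5.94 in STZ replicate 2, but 11.0 against 9.04 in STZ replicate 3. In control replicate 3 the value was at the percentile (10.02). The log2 fold change was −0.29 (SE 0.58, adjusted p = 0.910 by limma, and 0.799 with the replicate number as a block, at a mean correlation of same-numbered libraries of 0.219). It was 0.31 with STZ replicate 1 left out and −0.63 with STZ replicate 2 left out, so no direction was detectable at this depth.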

Kidney IM expresses galectin-5, but its expression level is not changed in diabetes.

**Table 5:** **Summary of galectin genes from kidney IM by RNA-seq analysis**.

**Gene ID**	**Gene name**	**Average counts**		***p*-value**	**FRD**
		**Ctrl**	**STZ**		
Lgals1	Galectin-1 (Gal-1)	732.9	808.1	0.738	0.935
Lgals2	Galectin-2 (Gal-2)	NA	NA		
Lgals3	Galectin-3 (Gal-3)	117.6	209.4	0.008	0.089
Lgals4	Galectin-4 (Gal-4)	NA	NA		
Lgals5	Galectin-5 (Gal-5)	6.3	6.6	0.959	0.999
Lgals7	Galectin-7 (Gal-7)	NA	NA		
Lgals8	Galectin-8 (Gal-8)	NA	NA		
Lgals9	Galectin-9 (Gal-9)	848.4	434.2	0.001	0.019
Lgals12	Galectin-12 (Gal-12)	NA	NA		

### Validation of RNA-seq results by real-time PCR

In order to verify those glycosylation related genes identified by RNA-seq, we performed real-time quantitative PCR (qPCR). We chose 10 genes and compared their mRNA levels by qPCR. The primers, prior to using for real-time PCR, were confirmed by regular PCR as amplifying the appropriate bands and DNA gel electrophoresis showing a single expected size band (Supplemental Figure S2). 

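On the scale of a ratio to control, as in the qPCR, the RNA-seq values were summarised as the log2 ratio of the STZ mean to the control mean of the normalized counts, a measure chosen after seeing the data. It was −0.12 for Mgat1, 0.42 for Mgat2, 0.39 for Mgat3, −0.45 for Mgat4a, −1.97 for St3gal1, 3.34 for St3gal4, −0.01 for St3gal6, 0.80 for Lgals3 and −0.09 for Lgals5. Of these genes only St3gal4 had an adjusted p under 0.05 by limma, with or without the replicate number as a block. Gapdh, the reference gene of the qPCR, lies on chromosome 4 of rn4 from 161282214 to 161286090 and had 8206 ± 2193 normalized counts in control and 7837 ± 1360 in STZ rats (SD, n = 3 each). Its log2 fold change was −0.05 (SE 0.26, adjusted p = 0.972, and 0.939 with the block, at a mean correlation of same-numbered libraries of 0.219), and its sign changed under a correction for locus length and with control replicate 1 or STZ replicate 2 left out. Lgals8 was not analysed here.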

Very similar patterns of gene expression were observed between the RNA-seq and qPCR analysis, however some differences were observed (Figure 3). Magt4a was found increased by qPCR but not by RNA-Seq.

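In the RNA-seq, Mgat4a had 57.4, 54.2 and 30.1 normalized counts in control replicates 1, 2 and 3, and 43.6, 19.8 and 40.2 in STZ replicates 1, 2 and 3. The groups overlapped, and the log2 fold change of −0.46 (SE 0.36) had an adjusted p of 0.640 by limma and 0.50 with the replicate number as a block (mean correlation of same-numbered libraries 0.219). With each library left out in turn the log2 fold change stayed negative, between −0.75 and −0.12.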

**Figure 3:**
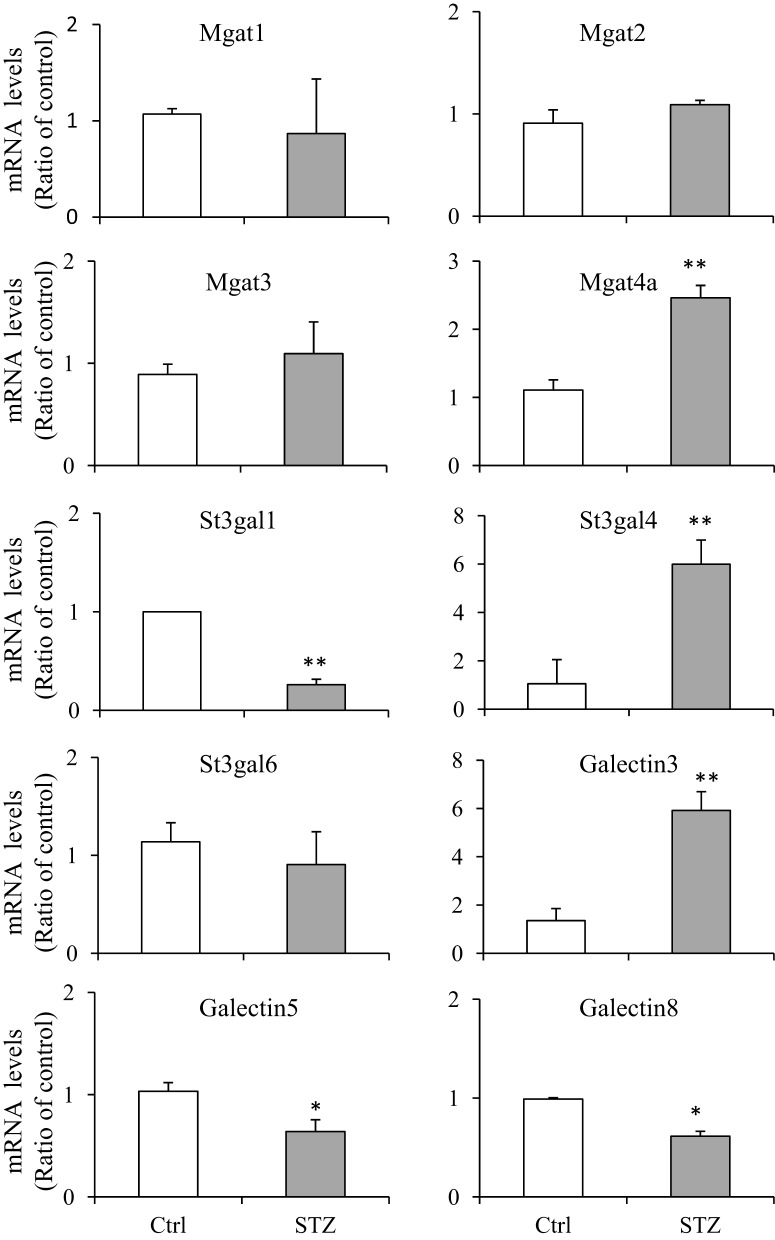
**Quantitative real-time PCR assays**. RNAs were prepared from IM tip (*n* = 3/group) and subjected to quantitative PCR (qPCR) assays using the fluorescent dye SYBR Green. The target gene mRNA levels were normalized to GAPDH. Relative mRNA levels of the target gene in STZ rats were compared to the control rats, where the expression was set to 1.0 (*n* = 3; values represent mean ± SD). A paired Student's *t*-test was used to assess statistically significant differences (compared to control ^*^P < 0.05; ^**^P < 0.01; NS, no significance).

## Discussion

In the current study, we show an important finding that under a diabetic condition, UT-A1 protein glycan structure is dramatically changed. UT-A1 glycan undergoes increased sialylation, fucosylation, and glycan branching. This is consistent with a recent work done by Ravidá et al. (2015) showing increased glycosylation modification of glycoproteins by terminal glucose/N-acetylglucosamine (Glc/GlcNAc), galactose/N-acetylgalactosamine (Gal/GalNAc), and fucose during disease progression of STZ-induced diabetic rat kidney cortex. Since kidney IMCD has enhanced urea permeability in diabetes (Kim et al., 2003; Pech et al., 2005), which prevents glucosuria-induced water loss, we proposed that glycosylation modification of UT-A1 by sialylation, fucosylation and branching may play an important role in regulating kidney IMCD urea reabsorption, particularly in diabetes. Although the role of glycosylation in regulating glycoprotein function has been appreciated for decades, the question of how glycosylation affects transporter activity remains unknown. Our findings indicate that when studying the regulatory function of protein glycosylation, we should go deeper to investigate how changes in the sugar component of the glycan structure may affect the glycoprotein function. Deciphering the code of each different oligosaccharide in the glycan chain may unravel how glycosylation modulates glycoprotein function.

Glycosylation is thought to be the most complex post translational modification because of the large number of enzymatic steps involved in glycan biosynthesis, glycan extension, modification, recognition, and catabolism (Nairn et al., 2008). Different forms of glycosylation are mainly due to the different processing after α-mannosidase digestion by the sequential action of specific glycosyltransferases, which generates the diverse glycoproteins. These diversities include distinct glycan composition (the types of sugars that are linked to a particular protein), glycan structure (branched or unbranched chains) and glycan length (short- or long-chain oligosaccharides). Therefore, any changes of glycan structure, length or sugar composition might affect glycoprotein functions.

Diabetes causes an increased UT-A1 protein abundance that has been recognized for years (Kim et al., 2003). The finding in this study that diabetes also causes UT-A1 glycan structure change prompts us to go to the deeper questions of how the glycan structure alteration affects UT-A1 protein function. As glycosylation is a complex process with more than 200 enzymes in 40 families (Nairn et al., 2008), to study the UT-A1 glycosylation-related genes, we employed an RNA-Seq assay. Glycan sialylation, fucosylation and branching are the three most common and important maturation processes for N-glycosylation, and these processes all occur in the Golgi complex. In this study, we are particularly interested in those enzymes involving UT-A1 glycan sialylation, fucosylation and branching.

Mgat enzymes are essential for the synthesis of hybrid and complex N-glycans, and are involved in N-glycan branching (Nishikawa et al., 1992; Lau et al., 2007; Zhao et al., 2008). Mgat3 catalyzes the addition of GlcNAc in beta 1-4 linkage to the beta-linked mannose of the tri-mannosyl core of N-linked sugar chains (Lau et al., 2007; Xu et al., 2012). The Mgat5 enzyme catalyzes tetra-antennary β1, 6GlcNAc-branched and is preferentially elongated with poly N-acetyllactosamine (Hirabayashi et al., 2002; Lau et al., 2007; Zhao et al., 2008). Mgat1, Mgat2, and Mgat4a are expressed in the kidney IM, the specific portion where UT-A1 is located. Under diabetic conditions, UT-A1 pulled down by PHA-L exhibits greater glycan branching (Figure 1). But RNA-seq analysis shows that Mgat gene expression does not increase in diabetes. We presume that UT-A1 glycan branching is not regulated at the transcriptional level but at the protein level or by increased enzyme activity. It should be noted that gene expression patterns do not necessarily correlate with protein levels (Fessler et al., 2002; Sharif et al., 2007). Alternatively, UT-A1 branching may be determined by substrate concentration. Indeed, in diabetes, the hexosamine pathway is elevated and hexosamine secretion in urine is high (Fushimi et al., 1974). The increased blood glucose and hexosamine concentrations could change UT-A1 glycosylation and lead to increased UT-A1 glycan branching. However, our qPCR data show that there is an increase of Mgat4a in diabetes, which could, together with other Mgat enzymes, promote UT-A1 glycan branching. Future studies are required to address this issue.

Glycoprotein sialylation is enhanced by sialyltransferases and reduced by neuraminidases (also called sialidases). We recently reported that sialylation increases UT-A1 urea transport activity (Li et al., 2014). In diabetes, UT-A1 glycan has increased sialylation pulled down by SNA (Figure 1), suggesting that the sialylation modification may have critical regulatory roles in UT-A1 bioactivity. There are three types of sialyltransferases which mediate α2,3, α2,6, and α2,8 sialic acid linkages, respectively. Our data show that kidney IM does not express α2,8 sialyltransferases. The α2,8 sialyltransferases St8sia2 (STX) and St8sia4 (PST) have been found to be highly expressed in brain (Rieger et al., 2008). RNA-seq analysis suggested that kidney UT-A1 sialylation may be mediated by α2,3 and α2,6 sialyltransferases. St3gal6 is the most highly expressed α2,3 sialyltransferases in kidney IM; however, St3gal4 is the most significantly changed α2,3 sialyltransferases in diabetes, and may be responsible for the increased UT-A1 sialylation.

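In control rats the mean of St3gal6 was 5.47 times that of St3gal4, and St3gal6 was higher in all 3 libraries. In STZ rats the ratio was 0.535, and St3gal4 was higher in all 3. This exchange of rank is larger than the spread between replicates, since the ratio of the 2 genes had an SD of 1.27 over the control libraries. St3gal4 was thus the more abundant transcript of the pair in reads per gene after STZ, with the limit that normalized counts are not divided by transcript length. The paper sets the high expression of St3gal6 against the change of St3gal4, and from the latter proposes that St3gal4 may be responsible for the increased sialylation of UT-A1. It later names either enzyme or both as possible mediators and asks for direct evidence. The rank of the transcripts does not show which enzyme acts on UT-A1.

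**Figure D4:**
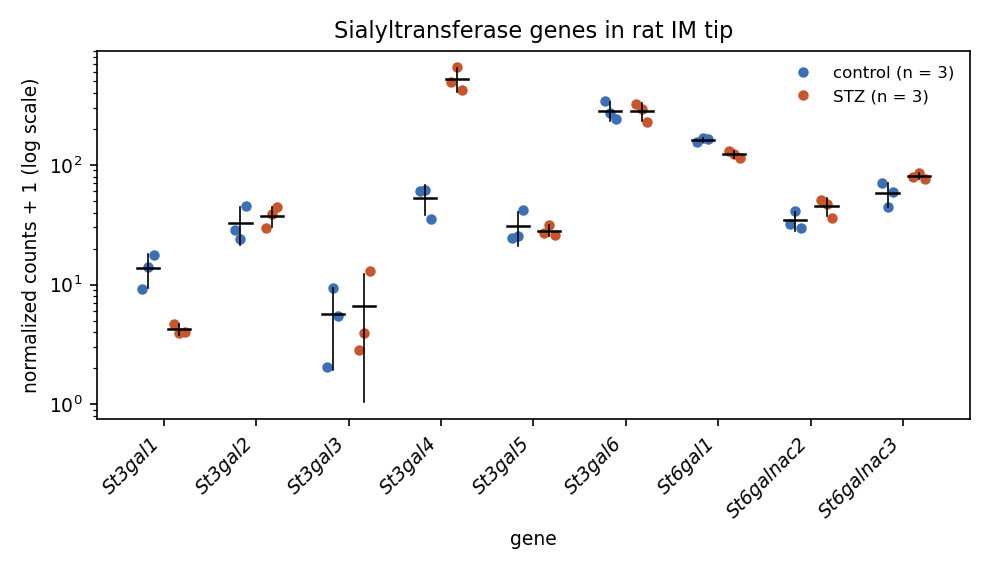
Normalized counts + 1 (vertical log axis) of 9 sialyltransferase genes (horizontal axis) in control and STZ rats. Points are libraries, horizontal lines are means and vertical lines are the SD (n = 3 each), drawn down to 0 where the mean minus the SD is negative. St3gal4 rises from a mean of 51.7 to 524 normalized counts, past St3gal6, which stays near 280 in both groups.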

The extent of glycoprotein sialylation can be negatively regulated by sialidases, which catalyze the hydrolysis of terminal sialic acid residues (Monti et al., 2002). At least four mammalian sialidase homologs have been described in the human genome (Neu1, Neu2, Neu3, Neu4). Igdoura et al. reported that Neu1 is highly detected in kidney (Igdoura et al., 1998). Consistent with the literature, we show in this study that kidney IM expresses Neu1. Three other neuramidase forms were undetectable in kidney. Based on the RNA-seq results, kidney UT-A1 sialylation might be mediated by sialyltransferase St3gal4 and/or St3gal6 and contracted by sialidase Neu1. However, direct evidence will be required to verify this in the future.

There are two major types of glycoprotein fucosylation enzymes, alpha (1,3) fucosyltrans-ferase and alpha (1,6) fucosyltransferase. Enhanced fucosylation levels of glycoproteins have been previously observed in both human and experimental diabetes (Poland et al., 2001; Itoh et al., 2007). Fut8 is the only member of the alpha (1,6) fucosyltransferase family and is a membrane-bound protein in the trans cisternae of the Golgi. Fut8 catalyzes the addition of fucose in the alpha 1,6 linkage to the first GlcNAc residue and form core fucosylation (Ferrara et al., 2011). Interestingly, Nairn et al reported that glycan structures containing terminal fucose residues are highly abundant in kidney (37%) and brain (19%), but have extremely low abundance in liver and testis (< 4%) (Nairn et al., 2008). It is of interest that kidney IM only expresses Fut8 but no other fucosyltransferase. We tried to clone all fucosyltransferase genes from kidney previously, but only obtained Fut8. Our RNA-Seq study confirmed that kidney IM actually only has Fut8. Therefore, we propose that kidney UT-A1 fucosylation is the core fucosylation which is pulled down by lectin AAL (Figure 1) and is most likely mediated by Fut8.

By binding glycan and forming a galectin-glycan lattice, galectin proteins play many important roles in regulating glycoprotein functions, such as stabilizing glycoproteins at the cell surface, preventing endocytosis and increasing protein stability (Rabinovich et al., 2007; Garner and Baum, 2008). Each galectin has different biological roles and recognizes different glycan structures (Stowell et al., 2008). Glycan changes often affect galectin and glycoprotein bindings. In Figure 2, we show galectin 8 does not bind to UT-A1 under normal conditions. However, during diabetes UT-A1 glycan is changed (Figure 1) and galectin-8 could bind to UT-A1 (Figure 2). Multiple galectin proteins are found in kidney IM. UT-A1 can bind to multiple galectins particularly in diabetic conditions. This suggests that UT-A1 could be regulated by multiple galectin proteins and different galectin binding may regulate UT-A1 in different aspects. We therefore propose that the formation of galectin-glycan lattices of UT-A1 binding to galectin at the cell surface leads to accumulation of functional UT-A1 on the plasma membrane and therefore increases urea transport activity.

In summary, diabetes has increased urea permeability mediated by urea transporter UT-A1 in kidney IMCD. This is consistent with increased UT-A1 protein abundance, in particular, the highly glycosylated 117 kDa form. In the current study, we show UT-A1 glycan undergoes increased sialylation, fucosylation and branching in a diabetic model. This suggests that modulation of glycan composition or structure could alter UT-A1 function. By employing RNA-seq technology, we profiled glycosylation related gene expression in kidney IM under diabetic conditions and identified some crucial genes that may mediate UT-A1 glycosylation alteration. It is important to note that in our experiments the mapped reads were relatively low. Some low expressed genes might be missed in RNA-Seq, such as Mgat3 or St3gal1 which were identified by PCR. In addition to real-time PCR, other experimental methods such as Northern blot and Western blot should be employed to provide more detailed information about these potentially important genes and gene products, as well as using immunohistochemistry to investigate their co-localization with UT-A1 and siRNA knockdown to verify their functional link. 

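St3gal1, on chromosome 7 of rn4 from 104467677 to 104474345, had 8.20, 13.0 and 16.7 normalized counts in control replicates 1, 2 and 3, and 3.71, 2.97 and 3.01 in STZ replicates 1, 2 and 3. STZ replicates 2 and 3 were at the floor of 3 reads, and both were under the 95th percentile of the olfactory receptor genes. All 3 STZ values lay below the control values (exact permutation test, two-sided, p = 0.1, the smallest possible), and the log2 fold change was −1.64 (SE 0.56, adjusted p = 0.179 by limma, and 0.0789 with the replicate number as a block, at a mean correlation of same-numbered libraries of 0.219). Mgat3 had between 17.4 and 38.2 normalized counts over the 6 libraries, with a log2 fold change of 0.36 (SE 0.34, adjusted p = 0.724, and 0.524 with the block). In simulated data of the same depth with 3 libraries per group, limma recovered 97.0% of the genes with a mean of at least 30 normalized counts that were changed by a log2 of 2, and 80.0% of all 200 changed genes. Recovery of smaller changes was not simulated, and the simulated genes varied independently.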

Future studies to characterize those glycosylation related genes will undoubtedly provide new insights into the understanding of how glycosylation alters UT-A1-mediated urea transport in diabetes.

## Data deposition

The RNA-seq data have been deposited in GEO with the accession number GSE69548.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

IM: inner medulla
IMCD: inner medullary collecting duct
STZ: streptozotocin
CRD: carbohydrate recognition domain
qRT-PCR: quantitative real time PCR
Mgat: GlcNActransferase
St3gal: ST3 β-galactoside α-2,3-sialyltransferase
St6galnac: ST6 (α-N-acetyl-neuraminyl-2,3-β-galactosyl-1,3)-N-acetylgalactosaminide α-2,6-sialyltransferase
St8sia: ST8 α-N-acetyl-neuraminide α-2,8-sialyltransferase
Neu: neuraminidases
Fut: fucosyltransferase.

# Supplementary material for: RNA-seq analysis of glycosylation related gene expression in STZ-induced diabetic rat kidney inner medulla
**Source:** Front Physiol. 2015 Oct 1;6:274. doi: 10.3389/fphys.2015.00274

## Supplemental Table S1

Table S1. Summary of RNA-Seq coverage data

Supplemental Table S2: Upregulate Network List

Supplemental table S3: Downregulated Network List

## Supplement Table S4

Table S2. Primer sequences for qPCR

F and R represent forward and reverse, respectively

## Supplement Figure S1

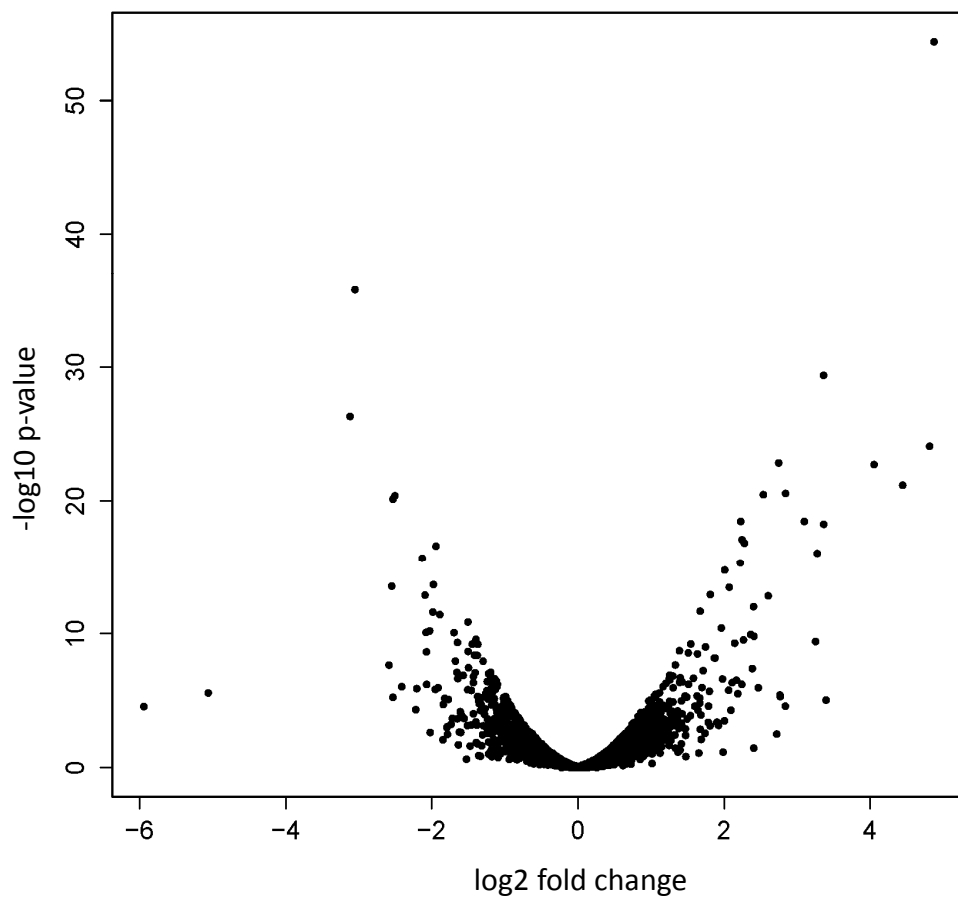

## Supplement Figure S2

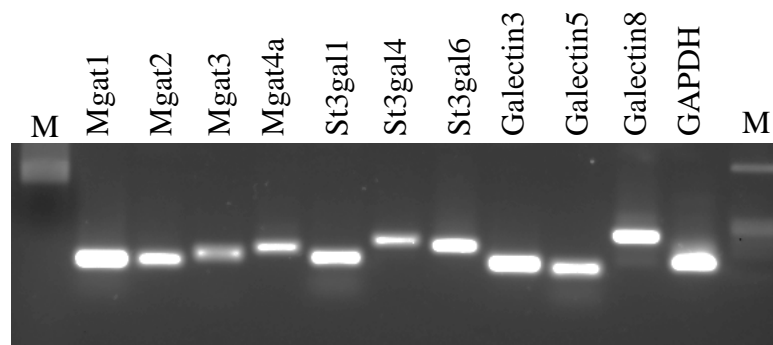

**Supplement:** Supplemental Table S1 — Summary of RNA-Seq coverage data.

How the deposited data were processed for this re-analysis (not part of the article)

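RNA was sequenced from the IM tip of 3 control rats and 3 rats given STZ, 15 days after the injection. The authors aligned the reads to rn4 with STAR 2.3.1t, counted the uniquely mapped reads of each gene with the Ensembl RGSC3.4 annotation and normalized them with DESeq. The counting program and its use of strand are not named in the paper's text. The deposited signal is the count of each feature divided by a single size factor per library, which the text calls a normalized count; the authors had made these values before depositing them. The table holds 27321 features, of which 2720 lie between genes and 527 merge overlapping genes. Every per-library column was matched to a rat through the sample labels. Names were matched through the table itself and through a RefSeq gene list of a later assembly, which was used for synonyms only, and every coordinate is that of rn4 in the deposited table. Antisense genes could share reads where the counting ignored strand.

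Each library's values were whole multiples of a single step, so dividing by it recovered whole reads for 100.0% of the values. These gave between 3412311 and 5575171 reads per library over all features, those between genes included. A gene at or under 3 reads was taken as being at the floor. The kit amplifies cDNA by PCR and no molecular identifiers were used, so floors cover counting error only. Background was measured on 836 olfactory receptor genes, by their 95th percentile in each library.

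The main comparison was made with limma 3.58.1 in R 4.3.3, on log2(normalized count + 1) with an intensity trend in the prior variance. It covered the 13486 features with a mean of at least 5 over the 6 libraries, and p-values were adjusted by the Benjamini-Hochberg procedure with a threshold of 0.05. For the genes of Tables 2 to 5 they were also adjusted over that list alone. Gene sets were tested with limma's camera at an inter-gene correlation of 0.01. Single genes were compared with two-sided exact permutation tests of 3 against 3 libraries, whose smallest p is 0.1. The control and STZ rats carry the same replicate numbers in the sample labels, and the pairing used as a block comes from these numbers alone, since the rats are different animals. No count model served as the main test, because the values are not counts. On the recovered reads, edgeR 4.0.16 (quasi-likelihood test, TMM normalization) and DESeq2 1.42.0 were run as alternatives. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

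The genes named are those the paper names in its text or Tables 1 to 5, the 5 highest and the 5 lowest log2 fold changes among genes that passed the threshold with the groups not overlapping, Slc14a2, and members of the 9 gene sets that passed. Outside this rule, Pofut1, Pofut2, Gcnt3, LOC682397, Slc12a1, Upk1a and the neighbours of Table 1 genes are named in the closing observations or beside a gene, and were chosen after values were seen. The rule, the gene sets, the main test and most alternatives were chosen before the data were examined. Those alternatives were pseudocounts of 0.5 and 5, minimum means of 1 and 20, the 8197 genes with the highest mean, no filter, equal library totals, quantile normalization, limma without the trend or with robust moderation, edgeR, DESeq2, the replicate block, each library left out in turn, the camera test with an estimated correlation, and fry. Chosen after seeing the data were edgeR with the replicate block, the ratio of group means, and a correction for locus length, which takes a lowess trend on the length of the locus out of each library, with and without the block.

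The methods were tested on simulated data of the same means and depths, in which 200 of 13486 features were changed by a log2 of 2. At an adjusted p under 0.05, limma recovered 80.0% of the changed features with 4 false calls, edgeR recovered 81.5% with 3 and DESeq2 81.0% with 10. In 9 simulated sets of 15 features, camera called the 1 shifted set and none of the others. The simulated features varied independently, without any replicate or lane effect. The simulated sets therefore cannot show how camera behaves where genes vary together. With the correlation between genes estimated from the real data, no real set stayed under 0.05. Neu1, St8sia4, Fut10, Lgals8, Slc14a2 and some members of the gene sets were not analysed here. The qPCR, the lectin blots and the protein measurements were not analysed here.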

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

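The results below come from genes outside those the paper discusses, or from genes that its tables list without a value. The tests of a single high control rat, of tissue carried over at dissection, of the sequencing lane, of background in the genes without a value, and of how many genes or sets other splits call were chosen only after the result was seen. Of 9 gene sets, camera in limma gave 4 an adjusted p under 0.05. Of the 10 ways to split the 6 libraries into groups of 3, 4 part all 3 same-numbered pairs, and 3 of these 4, the real one included, had as many sets under the threshold. The other 6 splits part 1 pair each. The groups shared 0 sequencing lanes. None of the differences between the groups below can therefore be told apart from a difference between lane 3 and the lanes of the STZ libraries, although these were 3 different lanes and no such effect on single genes was shown. With 4 or 10 splits the share of splits with as large a result cannot fall under 0.05, so the split counts given below are descriptions and decide nothing by themselves. The interferon and thick ascending limb sets failed the threshold both with the correlation between genes estimated from the data and with fry, as did the proximal tubule set, while the urothelial set failed with the first of these.

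The 23 interferon-stimulated genes tested had a mean log2 fold change of −1.10, and 22 of them were lower in STZ rats (adjusted p = 1.60e-12, and 5.39e-17 with the replicate number as a block). Over 19 alternatives the adjusted p ran from 1.46e-19 to 0.302, the highest being that of the estimated correlation, and fry gave 0.146. The set lay lower in each STZ library than in each control library. Control replicate 2 was the highest, and without it the mean was −0.85, so this rat alone does not account for the difference. Of the 4 splits that part all pairs, 1, the real one, gave as large a shift. Members outside the paper's tables that passed were Isg20 (−1.75, adjusted p = 0.0489, from 0.00323 to 0.219 over 22 alternatives), Mx2 (−1.77, adjusted p = 0.0489, from 0.000111 to 0.225) and Ddx58 (−0.90, adjusted p = 0.0449, from 0.00166 to 0.194). With the block these were 0.00838, 0.00318 and 0.0177. Each was lower in all 3 STZ libraries than in any control library. A lower interferon response in the IM of STZ rats is one hypothesis, and a difference between lanes remains open.

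The 5 thick ascending limb markers tested had a mean log2 fold change of −1.48, and 4 were lower in STZ rats (adjusted p = 1.96e-05, and 0.000173 with the replicate block). Over 19 alternatives the adjusted p ran from 1.30e-07 to 0.256, and 1 of the 4 splits gave as large a shift. This segment lies outside the IM tip, so less outer medulla carried over at dissection may account for the fall. Then the markers would fall by one factor, but the log2 fold changes of Umod and Slc12a1 differed by 2.33 standard errors. Those of Egf and Slc12a1 differed by only 1.57, so the 2 comparisons do not give one answer. Umod was also chosen knowing that its change was large, which widens the difference, and with 3 rats per group the exact test of either cannot go below 0.1. The fall cannot be told apart from carry-over.

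The 11 proximal tubule markers tested had a mean log2 fold change of −0.67, and 9 were lower in STZ rats (adjusted p = 0.00297, and 0.00619 with the replicate block). Over 19 alternatives the adjusted p ran from 6.53e-06 to 0.305. The set means of the groups overlapped, since the mean deviation of control replicate 1 (−0.372) lay among those of the STZ libraries (−0.397 to −0.286), and without control replicate 3 the shift was −0.40 and no longer passed. Of the 4 splits that part all pairs, 2 gave as large a shift. Carry-over of outer kidney tissue would order the libraries alike by thick ascending limb and by proximal tubule markers, and this was so in 0 of the 2 groups. The orders rest on near-ties in both, between control replicates 1 and 2 by thick ascending limb markers (0.636 and 0.618) and among the STZ libraries by proximal tubule markers, so the count does not decide, and the fall cannot be told apart from carry-over. The set thus shifted as much under a split that does not follow the STZ treatment.

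The 9 urothelial markers tested had a mean log2 fold change of 0.86, and 7 were higher in STZ rats (adjusted p = 0.00519, and 0.00881 with the replicate block). Over 19 alternatives the adjusted p ran from 0.000535 to 0.256, and 1 of the 4 splits gave as large a shift. Each STZ library lay above each control library. Upk1b rose by a log2 fold change of 1.25 (adjusted p = 0.0489, and 0.0414 with the block, from 0.0177 to 0.204 over 22 alternatives), higher in all 3 STZ libraries. More renal pelvis lining in the dissected tissue may raise the markers, but then by one factor, and the log2 fold changes of Upk3a and Upk1a differed by 5.81 standard errors, those of Upk3a and Upk1b by 9.95. Upk3a was chosen knowing that its change was large, but gaps of 3.26 and 2.05 on the log2 scale go against a rise of all markers by one factor. The rise cannot be told apart from the lane. An expression change of single uroplakins in STZ rats remains a hypothesis.

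Man1c1, a mannosidase that trims N-glycans, had 117 ± 5.67 normalized counts in control and 224 ± 30.7 in STZ rats (SD, n = 3 each), a log2 fold change of 0.93 (adjusted p = 0.0349 by limma, and 0.0217 with the replicate block). It was higher in all 3 STZ libraries. Over 22 alternatives the adjusted p ran from 0.00292 to 0.165, and with one library left out it passed in 1 of 6 fits. Its locus is long, and the log2 fold change rose with locus length across features (Spearman 0.112); under the correction for length the log2 fold change was 0.81, with an adjusted p of 0.0799 without the block and 0.0299 with it, so locus length may account for part of the change, and under this correction the call was lost only without the block. Its gene set, N-glycan trimming and antenna extension, did not pass (mean log2 fold change 0.21, adjusted p = 0.147, and 0.201 with the block), and passed in 1 of 19 alternatives, without control replicate 2 (0.301, adjusted p = 0.0477).

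Of the 5 highest and the 5 lowest log2 fold changes, 4 belong to genes that the paper does not discuss. D3ZA92_RAT had a log2 fold change of 4.41 (adjusted p = 0.0125, and 0.00359 with the replicate block) and D3ZFT6_RAT 4.15 (adjusted p = 0.0265, and 0.00424). They were at or under the floor in all 3 control libraries and above it in all 3 STZ libraries, and lie close together on chromosome 4. Whether reads are shared between near-identical copies was not tested. Crtac1 had a log2 fold change of −3.45 (adjusted p = 0.00631, and 0.00252 with the block) and LOC100360165 −3.10 (adjusted p = 0.00548, and 0.00537 with the block), each lower in all 3 STZ libraries. With one library left out, the adjusted p of D3ZA92_RAT was under 0.05 in 4 of 6 fits, of D3ZFT6_RAT in 2, and of Crtac1 and LOC100360165 in 5 each. Over their alternatives it ran up to 0.111, 0.165, 0.0563 and 0.0549, and down to 0.00122, 0.00228, 0.00153 and 2.47e-06. Of all 283 calls, 98.9% passed again after quantile normalization and 88.7% with equal library totals, while the lane cannot be excluded. No biological explanation beyond the STZ treatment was tested.

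The paper's tables list 27 genes without a value that were found here, and 10 had a mean of at least 5 normalized counts. Of these, 4 were above the 95th percentile of the olfactory receptor genes in all 6 libraries: St3gal5 with a mean of 28.5, Mgat3 with 24.5, Lgals2 with 19.5 and Mgat5 with 14.7 normalized counts. Background reads from genomic DNA or unspliced RNA could give such counts. The values of these 4 genes lay above those of 95% of the silent genes in each library. This comparison is not adjusted for length, and a longer gene can collect more such reads, so by itself it decides nothing. Counts made only of background would follow the silent genes, whose mean rose 4.09-fold in control and 4.28-fold in STZ rats from replicate 1 to 3. St3gal5 went from 23.6 to 41.2 in control and 26 to 25.1 in STZ rats, and Mgat5 from 13.3 to 16.7 and 16.7 to 14.05. Mgat3 went from 17.4 to 27.8 and 21.4 to 38.2, and Lgals2 from 13.3 to 22.3 and 12.1 to 27.1. None rose as much in either group, which argues against background as the only source. A part from background is not excluded. Lgals2 is counted in a feature merged with Cdc42ep1, so its reads cannot be assigned. The other 6 were at or under that percentile in at least 1 library.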

How the results depend on the processing

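The length correction and edgeR with the replicate block were chosen only after the data were seen, as was the ratio of group means; the other alternatives were not. The count of 283 genes was within 1.5 times under 11 of 22 alternatives. It was 522 with quantile normalization (267 higher, 255 lower), 597 with DESeq2 (330 and 267), 561 with the replicate block (299 and 262), 544 with edgeR and the replicate block (296 and 248) and 609 with the length correction and the replicate block (325 and 284). Without the intensity trend it was 31 (21 and 10). The number lower in STZ rats was 188 with a mean of at least 20 and 201 with equal library totals, where 48.3% of the calls were higher against 55.8% in the main comparison. Across the 6 fits that each left out one library the count ran from 88 to 352, with 47 to 185 higher and 39 to 167 lower. Of the 283 genes, 9.9% passed again without the trend and between 29.3%, without STZ replicate 2, and 84.8%, without control replicate 3, with one library left out. No alternative moved the median log2 fold change of all features by 0.1 or more. The cause of these differences was not tested.

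Of the genes of Table 1, 7 of the higher and 2 of the lower ones passed without the trend, and under the other 21 alternatives both numbers stayed within 1.5 times. Of the glycosylation genes of Tables 2 to 5, 2 passed with a mean of at least 20, with the 8197 highest-mean genes, without a filter, with quantile normalization, with DESeq2, with the replicate block, and with edgeR and the block, and 3 with the length correction and the block. Leaving out each library gave between 1 and 2. St3gal4 passed under all 22 alternatives with a test, with log2 fold changes between 3.08 and 3.48. Lgals3 passed only with the length correction and the block (0.92, adjusted p = 0.0446). Lgals9 passed at a log2 fold change of −0.997 with a mean of at least 20 (adjusted p = 0.0431), with the 8197 highest-mean genes (0.0401), without a filter (0.0191) and with the replicate block (0.011). It also passed with quantile normalization (−1.01, adjusted p = 0.0385), DESeq2 (−0.99, 0.0036), edgeR with the block (−0.99, 0.011) and the length correction with the block (−1, 0.00825). With each library left out, its log2 fold change ran from −1.20 to −0.81. The cause was not tested.

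Some log2 fold changes of genes that did not pass changed sign. St3gal6 was 0.001 with edgeR. Neu4 was 0.134 with edgeR, 0.147 with DESeq2 and 0.153 as the ratio of group means. Gapdh was 0.031 with the length correction, with and without the block. Leaving out each library in turn, the log2 fold change ran from −1.69 to 1.84 for Fam111a, −0.34 to 0.012 for Mgat1, −0.20 to 0.026 for Mgat5, −0.48 to 0.67 for St3gal3, −0.22 to 0.17 for St3gal5, −0.12 to 0.14 for St3gal6, −1.90 to 0.27 for Neu4, −0.14 to 0.44 for Lgals1, −0.001 to 0.55 for Lgals2, −0.63 to 0.31 for Lgals5 and −0.26 to 0.14 for Gapdh. Over the 60 named genes tested apart from St3gal4, Lgals3 and Lgals9, the sign changes above included, there were 1352 comparisons with an alternative, of which 1239 kept direction and side of the threshold, 84 were weaker, 7 stronger, 20 reversed and 2 moved. DESeq2 gave no adjusted p for D3ZA92_RAT, D3ZFT6_RAT and Crtac1, which are counted as weaker. The cause was not tested.

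With the correlation between genes estimated from the data, the adjusted p of the interferon set (−1.097) was 0.302, of the thick ascending limb set (−1.483) 0.256, of the proximal tubule set (−0.667) 0.305 and of the urothelial set (0.86) 0.256. With fry the first 3 had 0.146, 0.0521 and 0.209. The collecting duct set passed with a mean of at least 1 (0.37, adjusted p = 0.0368), equal library totals (0.341, 0.0301), quantile normalization (0.347, 0.026) and the length correction without (0.377, 0.0331) and with the block (0.377, 0.0434). It also passed without control replicate 1 (0.463, 0.0169), without STZ replicate 2 (0.459, 0.0101) and without STZ replicate 3 (0.404, 0.0498). The hexosamine set was −0.013 with equal library totals. Leaving out each library in turn, the mean log2 fold change ran from −1.02 to −0.396 for the proximal tubule set, 0.246 to 0.463 for the collecting duct set, −0.041 to 0.074 for the hexosamine set, −0.153 to 0.069 for the GDP-fucose set and 0.144 to 0.301 for the N-glycan trimming set, which passed without control replicate 2 (adjusted p = 0.0477). Robust variance moderation was not run for the gene sets, since camera has no such option. The cause was not tested.

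A group mean of at least 1 normalized count was reached by 4 St8sia genes in control and 3 in STZ rats, 5 Fut genes in control and 6 in STZ rats, and 2 Neu genes in STZ rats. At least 20 was reached by 0 Neu genes in either group, 1 Fut gene in each and 3 Lgals genes in control rats. Over the STZ libraries in place of the control libraries, the ratio of means was 1.05 for Mgat1 to Mgat2, 2.88 for Mgat2 to Mgat4a, 0.536 for Lgals9 to Lgals1, 3.84 for Lgals1 to Lgals3, 22.8 for Lgals3 to Lgals5 and 0.535 for St3gal6 to St3gal4, the last with a rise of St3gal4 from a mean of 51.7 to 524 normalized counts. The cause was not tested for the others. Depth limits the genes near the floor of 3 reads: in simulated data limma recovered 97.0% of genes changed by a log2 of 2 with a mean of at least 30, and 80.0% of all 200.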

Differences from the paper's values

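No test in this part was chosen after the result was seen, except the alternatives marked so. The number of genes with adjusted p under 0.05 was 283 against the paper's 552. It came within 1.5 times of the paper's with a mean of at least 20 (402), the 8197 genes with the highest mean (399), no filter (413), equal library totals (389), quantile normalization (522), DESeq2 (597) and the replicate block (561), and not with the other alternatives set before the data were examined. So did edgeR with the block (544) and the length correction with the block (609), both chosen after seeing the values. The number of genes tested was 13486 against the paper's 8197. With a mean of at least 20 it was 9315 and with the highest-mean alternative 8197, while the other alternatives set before the data were examined left it further away.

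Of 30 log2 fold changes, 5 differed from the paper's by more than the SE of the main fit. The main value is a difference of mean log2(normalized count + 1), which is another measure than a ratio of group means. For all 5 genes the ratio of group means lay close to the paper's value, so the unlike measure can account for these gaps. Ctse had 3.89 against the paper's 4.9. It was 4.86 with edgeR, 4.86 with DESeq2, 4.60 without STZ replicate 1 and 4.32 without STZ replicate 3, and the ratio of group means, chosen after seeing the values, gave 4.87. Fam111a had 0.46 against the paper's 3.4, with 3.27 by edgeR, 3.28 by DESeq2 and 3.27 as the ratio of group means, chosen after seeing the values. Wfdc10 had 4.32 against the paper's 3.3, with 3.23 by edgeR, 3.25 by DESeq2, 3.54 without control replicate 1, 3.88 without control replicate 3, and 3.25 as the ratio of group means, chosen after seeing the values. Oas1f had 1.69 against the paper's 2.8, with 2.78 by edgeR, 2.82 by DESeq2, 2.05 without control replicate 2, 2.46 without STZ replicate 1 and 2.21 without STZ replicate 3. Chosen after seeing the values, edgeR with the block gave 2.20 and the ratio of group means 2.83. Ypel4 had −3.12 against the paper's −5.1, with −4.97 by edgeR, −5.05 by DESeq2, −5.39 without control replicate 1 and −3.58 without STZ replicate 3. Chosen after seeing the values, edgeR with the block gave −4.79 and the ratio of group means −5.04. For these 5 genes, the other alternatives set before the data were examined did not close the gap.

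Of 28 mean normalized counts, that of Lgals5 in control rats differed, at 9.47 against the paper's 6.3. It was 9.19 without control replicate 3, less than 1.5 times the paper's value, and the other alternatives set before the data were examined did not close the gap.

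Of 42 adjusted p-values, 6 lay on the other side of 0.05. For Lgals9 it was 0.0601 against the paper's 0.019. It was under 0.05 with a mean of at least 20 (0.0431), the 8197 genes with the highest mean (0.0401), no filter (0.0191), quantile normalization (0.0385), DESeq2 (0.0036), the replicate block (0.011) and without control replicate 3 (0.0459). With edgeR and the block (0.011) and the length correction with the block (0.00825), both chosen after seeing the values, it also was. For Acer2 it was 0.165 against the paper's 4.74e-02, with 0.0389 without a filter and 0.00278 with the replicate block. Chosen after seeing the values, edgeR with the block gave 0.00398 and the length correction with the block 0.00163. For Ypel4 it was 0.382 against the paper's 1.96e-04, with 0.0073 without control replicate 1, and 0.0198 with edgeR and the block, chosen after seeing the values. For Ifit1 it was 0.412 against the paper's 9.47e-12, with 0.0023 without control replicate 2. The other alternatives set before the data were examined left these 4 genes above 0.05. For Fam111a it was 0.941 against the paper's 3.15e-16 and for Oas1f 0.392 against the paper's 1.27e-03, and no alternative that gave an adjusted p for these 2 genes closed either gap. DESeq2, one of the alternatives set before the data were examined, gave no adjusted p for Fam111a or Oas1f, so it called neither. Low counts are not the reason, since it gave one for LOC100360165, whose mean of 26.75 normalized counts was below theirs (99.9 and 75.2). Both genes were high in a single STZ library.

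The paper places galectin-9 above galectin-1 without naming a group. In control rats the ratio of means was 1.14, within the spread between replicates, and Lgals9 was higher in 2 of 3 libraries. In STZ rats the ratio was 0.536, and Lgals9 was higher in 0 of 3. The paper's own averages in Table 5 also put Lgals9 above Lgals1 in control rats and below it in STZ rats. The values therefore do not differ here, and the stated order is that of the control rats. The paper counts Mgat3 and Mgat5 among the genes with no or very low expression, and they had means of 24.5 and 14.7 normalized counts. Its discussion allows that RNA-seq could miss genes of low expression and names Mgat3, which PCR detected. St3gal5 is listed without a value, and its mean of 28.5 normalized counts was close to the 34.1 of St3gal2. The paper tested 8197 genes with enough reads, and the feature of that rank by mean had 30.5 normalized counts here. St3gal5, Mgat3 and Mgat5 lay under this mean and St3gal2 above it, so such a filter could leave the former without a value. The paper does not state its filter, and it gives values for Lgals5 at a lower mean. The paper names Fut8 as the fucosyltransferase expressed, and Fut11 had 12.5 normalized counts in control and 9.07 in STZ rats. The paper ranks Lgals5 among the galectins expressed and lists Lgals2 without a value, whereas the feature merging Lgals2 with Cdc42ep1 had a mean of 19.5 against 9.18 for Lgals5.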

Other observations

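Of the tests below, those of other splits and of the sequencing lane were chosen only after the result was seen; the genes named from scans of all features were also picked after their values were seen.

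The count of 283 genes was compared with other splits of the libraries. Of the 4 splits that part all 3 same-numbered pairs, only the real one, 1 of 4, had as many genes, and the other 9 splits had 0 at an adjusted p under 0.05, with between 162 and 2401 at an unadjusted p under 0.05. The 2401 belong to a split that puts control replicates 1 and 2 with STZ replicate 1. With 4 or 10 splits the share cannot fall under 0.05 whatever the data, so this count is a description and not a test. The groups shared 0 lanes, and an effect of the sequencing lane cannot be told apart from STZ. Quantile normalization kept 98.9% of the 283 genes, and equal library totals kept 251 of them (88.7%). With equal library totals the balance changed from 158 higher and 125 lower to 188 higher and 201 lower, so most of the 283 calls did not depend on these rescalings of the authors' values, while the share of higher calls did. The log2 fold change rose weakly with locus length (Spearman 0.112 across features), which may add to some calls. After a correction for length 275 genes passed, of which 248 were among the 283, so length does not fully explain them.

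Libraries with the same replicate number deviated together for replicates 1 and 3 (r = 0.395 and 0.323), but not for replicate 2 (−0.061). Background reads from genomic DNA or unspliced RNA are a candidate explanation: the mean of the olfactory receptor genes, which serve as silent genes, rose from replicate 1 to replicate 3 by 4.09-fold in control and 4.28-fold in STZ rats. The share of mapped fragments counted on features, those between genes included, fell from replicate 1 to replicate 3. The log2 difference between replicates 3 and 1 also rose with locus length, with a Spearman coefficient of 0.212 in control and 0.098 in STZ rats over 13486 features, and 0.307 and 0.133 over the 9315 with a mean of at least 20, so the coefficients were positive in both groups over either set of features, and passed the limit of 0.1 set for this test in both groups only over the smaller set. A difference in RNA or DNA content between the preparations would be a technical matter, and no biological explanation was tested, since the replicate number stands for no condition.

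For 5 genes of Table 1 the groups overlapped, and the features on either side were examined in the library that stood apart. For 3 of the 5 a neighbour differed by at least a log2 of 2. Next to Fam111a, ENSRNOG00000005208 was higher by 3.08 in STZ replicate 3, and next to Oas1f, Oas1a was higher by 2.22 in STZ replicate 2. Next to Acer2, ENSRNOG00000032141 was lower by 2.95 in STZ replicate 1, opposite to Acer2. Ypel4 and Ifit1 had no such neighbour. A regional change around the gene may account for the first pair, and the genes together give no single answer.

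Among 8872 single-gene features with a mean of at least 20, 4 had one library at least a log2 of 3 above the other 5. Ctse, Oas1f and LOC682397 were high in STZ replicate 2 and Fam111a in STZ replicate 3. LOC682397 had 1493 normalized counts there against 81.7 to 147 elsewhere. No library lay as far below the others for any of these features. No biological explanation was tested.

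A scan of 84 glycosylation genes by symbol, made after the values were seen, found 3 with an adjusted p under 0.05 by limma and 11 at an unadjusted p under 0.05. Besides St3gal4 and Man1c1 this was Gcnt3, on chromosome 8 of rn4 from 74470612 to 74474086, which rose from 3.39 ± 3.36 to 38.7 ± 17.5 normalized counts (SD, n = 3 each), a log2 fold change of 3.38 (adjusted p = 0.018, and 0.0114 with the replicate block). It was higher in all 3 STZ libraries, and passed in 4 of 6 fits with one library left out, where the adjusted p ran from 0.0103 to 0.127.

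Hypotheses on precursor supply were tested as gene sets, and no shift was detected in the main comparison. Members of both supply sets went both ways, so their small means do not decide whether supply changed. The osmolyte and collecting duct sets did not pass in the main comparison either. The 12 genes of hexosamine and sialic acid synthesis had a mean log2 fold change of 0.016 (6 higher, 6 lower; adjusted p = 0.875, and 0.86 with the replicate block), and the sign turned negative with equal library totals and in 3 of 6 fits with one library left out. The 5 genes of GDP-fucose synthesis and transport had −0.039 (adjusted p = 0.875, and 0.86 with the block). The 6 osmolyte genes had −0.093 (adjusted p = 0.663, and 0.759 with the block). The 9 collecting duct principal cell markers were higher by 0.37 (8 of 9 higher; adjusted p = 0.055, and 0.0537 with the block), and passed in 8 of 19 alternatives, with an adjusted p from 0.0101 to 0.305.

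The O-fucosyltransferases Pofut1 and Pofut2, which are not in Table 4, had 18.6 ± 6.21 and 82.2 ± 12.4 normalized counts in control rats and 20.5 ± 3.29 and 109 ± 12.7 in STZ rats (SD, n = 3 each). Their adjusted p-values by limma were 0.908 and 0.419.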
